# Induction of the hepatic aryl hydrocarbon receptor by alcohol dysregulates autophagy and phospholipid metabolism via PPP2R2D

**DOI:** 10.1038/s41467-022-33749-0

**Published:** 2022-10-14

**Authors:** Yun Seok Kim, Bongsub Ko, Da Jung Kim, Jihoon Tak, Chang Yeob Han, Joo-Youn Cho, Won Kim, Sang Geon Kim

**Keywords:** Macroautophagy, Transcriptional regulatory elements, Mechanisms of disease, Alcoholic liver disease

## Abstract

Disturbed lipid metabolism precedes alcoholic liver injury. Whether and how AhR alters degradation of lipids, particularly phospho-/sphingo-lipids during alcohol exposure, was not explored. Here, we show that alcohol consumption in mice results in induction and activation of aryl hydrocarbon receptor (AhR) in the liver, and changes the hepatic phospho-/sphingo-lipids content. The levels of kynurenine, an endogenous AhR ligand, are elevated with increased hepatic tryptophan metabolic enzymes in alcohol-fed mice. Either alcohol or kynurenine treatment promotes AhR activation with autophagy dysregulation via AMPK. *Protein Phosphatase 2 Regulatory Subunit-Bdelta* (*Ppp2r2d)* is identified as a transcriptional target of AhR. Consequently, PPP2R2D-dependent AMPKα dephosphorylation causes autophagy inhibition and mitochondrial dysfunction. Hepatocyte-specific AhR ablation attenuates steatosis, which is associated with recovery of phospho-/sphingo-lipids content. Changes of AhR targets are corroborated using patient specimens. Overall, AhR induction by alcohol inhibits autophagy in hepatocytes through AMPKα, which is mediated by *Ppp2r2d* gene transactivation, revealing an AhR-dependent metabolism of phospho-/sphingo-lipids.

## Abstract (web summary)

Alcohol consumption promotes neutral fat accumulation in the liver. Here, the authors report that alcohol induces aryl hydrocarbon receptor AhR in the liver, and hepatocyte-specific AhR deletion protects against alcohol induced accumulation potentially via transcriptional regulation of *Protein phosphatase 2 regulatory subunit Bdelta* and subsequent effects on autophagy.

## Introduction

Alcoholic liver disease (ALD), as featured by an accumulation of neutral lipids and disruption of lipids metabolism preceding liver dysfunction and hepatitis, belongs to the most prevalent liver diseases worldwide^1,2^. The aryl hydrocarbon receptor (AhR), a receptor highly expressed in metabolically active tissues^3^, contributes not only to the xenobiotic response but to the regulation of homeostatic processes^4^. Notably, kynurenine as a metabolite produced from tryptophan by indoleamine 2,3-dioxygenase (IDO) and/or tryptophan 2,3-dioxygenase (TDO2) serves as AhR ligand^5^, drawing the attention of AhR as a potential metabotropic receptor molecule.

Autophagy is a process necessary for the maintenance of intracellular lipid homeostasis. Thus, autophagy dysfunction is associated with liver diseases, obesity, and diabetes^6^. Nowadays, research focuses on an understanding of global changes in lipids profile. Since chronic alcohol abuse suppresses autophagy, resulting in lipid accumulation and damaged organelles^7^, an increase in autophagy can attenuate ALD progression^8^. Despite the recent advances in this field, the pathogenesis resulting from alcohol consumption and autophagy dysregulation remains to be further established, particularly in conjunction with biologically active lipids contributing to cell membrane physiology and signaling.

Previously, AhR has been shown to be related to the amelioration of liver lesions by regulating a prebiotic intestinal microbiota^9^, and AhR activation may exert a protective response to counteract redox imbalance^10^. However, several methodologic differences might account for conflicting results between studies, such as the type of gene knockout, the length of alcohol exposure, and the concentration of alcohol either in vivo or in vitro, as each of these can reflect different stages in the progression of ALD. Moreover, none of the studies have elucidated the underlying mechanisms of AhR-mediated lipid metabolism via autophagy in animal or alcoholic patient liver tissues. In addition, current research has not established whether and how AhR alters lipid degradation and lipid profile changes, particularly phospho-/sphingo-lipids, in conjunction with autophagy dysregulation.

Here, we report that autophagy is impaired by AhR overinduction under alcohol consumption. Our results also demonstrate that the alcohol-mediated induction of tryptophan-metabolizing enzymes facilitates kynurenine production in hepatocytes, which promotes the overexpression and activation of AhR. Mechanistically, AhR activation inhibits AMP-activated protein kinase alpha (AMPKα) by inducing protein phosphatase 2 regulatory subunit B delta (*Ppp2r2d*), suppressing autophagy. Functionally, the inhibition of autophagy by AhR disturbs the catabolism of neutral lipids, which causes mitochondrial dysfunction. Moreover, AhR ablation prevented alcohol from disrupting the homeostatic metabolism of phospho-/sphingo-lipids. Finally, the targets identified in this study were determined using patient liver specimens.

## Results

### Alcohol induces AhR activation in hepatocytes

As a first step toward identifying the key regulators of ALD, pathways were analyzed using a public dataset. Notably, several AhR-related gene sets were upregulated among the top 19 KEGG pathways (Supplementary Fig. 1a, upper). In subsequent leading-edge analyses, overlaps were identified between AhR-related pathways and the associated genes (Supplementary Fig. 1a, lower). To understand alcohol-induced AhR activation in detail, RNA-sequencing (RNA-seq) analysis was conducted using livers from mice subjected to either control or the Lieber-DeCarli alcohol diet. 

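The comparison used the livers of 3 WT mice on the control liquid diet and of 3 WT mice on the Lieber-DeCarli diet, in which ethanol made up 5% of the volume and 36% of the calories. Both diets lasted 5 weeks. The WT mice were littermates of the *Ahr* HKO mice that lacked the Cre gene. Polyadenylated RNA of each liver was made into a stranded library and sequenced from both ends. The authors deposited a value per gene and library as a read count, as FPKM and as TPM, for 24532 genes listed by symbol and Entrez identifier. The paper's text does not name the programs that aligned and counted the reads or say how reads shared by near-identical genes were assigned. The counts carry no normalization. The logarithm and the quantile normalization that the paper applied to FPKM are not part of the deposited values, and both steps were applied to the deposited FPKM here where PCA and correlations are given. The reads counted on genes were 46306518, 57154107 and 49346546 in the control livers (median 49346546) and 52188790, 54344887 and 58186730 in the ethanol livers (median 54344887). At these depths 3 counts, taken as the smallest detectable level, correspond to between 0.0516 and 0.0648 CPM, a limit that covers counting error only. Expression of single genes is given in CPM, the counts of a gene relative to the library total scaled by the TMM factors of edgeR, as the mean ± SD of 3 livers. DEGs were called with the quasi-likelihood test of edgeR on the 14038 genes with enough counts, with Benjamini-Hochberg adjustment over these genes. Gene positions refer to the mouse genome assembly GRCm38, and the genes were matched to it by Entrez identifier.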

Principal component analysis (PCA) of the gene expression levels revealed distinct segregation between the ethanol-exposed and control organisms (Fig. 1a, left). Moreover, a Pearson correlation matrix was generated using all 13,345 gene expression levels to compare the transcriptomes from each sample (Fig. 1a, right). 

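For the PCA, log2(FPKM + 1) of the 13345 genes with an FPKM above 0 in all 12 libraries of the study was quantile-normalized. The first component held 57.7% of the variance among the 6 WT libraries, and the second held 13.2%. The 3 ethanol livers lay on one side of the first component and the 3 control livers on the other, and the gap between the groups covered 42.5 of the 51.7 units spanned by the scores. When each liver was left out in turn, the first component held between 58.1% and 62.9%. Its share moved most, to 38.8%, in a PCA of all 12 libraries and in a PCA with every gene scaled to unit variance, and both of these settings were chosen after the values were seen.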

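Pearson's r was computed across the genes of each pair of libraries, and genes are not independent replicates. Within a diet, r ranged from 0.987 to 0.992 with a mean of 0.989. Between diets, r ranged from 0.97 to 0.978 with a mean of 0.973. The mean within diets exceeded the mean between diets by 0.016, more than in any other of the 10 splits of the 6 livers into groups of 3 (one-sided exact permutation test, p = 0.1, the smallest p that 3 livers against 3 allow). This difference was 0.0226 on log2 CPM, the alternative that moved it most, and lay between 0.015 and 0.0185 when each liver was left out in turn.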

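With the threshold of an adjusted *P* value under 0.25 and an FC above 1.5 in either direction, 1982 of the 14038 tested genes were DEGs between the ethanol and control diets, which is 14.1%. Without a minimum FC, 3708 genes had an unadjusted *P* value under 0.05 and 1329 had an adjusted *P* value under 0.05. Of the alternatives, a test of each gene on quantile-normalized log2(FPKM + 1), as named in the Fig. 1 legend, moved the count most. It called 810 DEGs, of which 769 were among the 1982. Limma on the same values called 923, and 1721 with a pseudocount of 0.1 in place of 1, so the input moved the count as well as the test.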

The differentially expressed genes (DEGs) accounted for 5.7% of the entire transcriptomes. Among the 754 DEGs, 379 genes were downregulated, whereas 375 genes were upregulated (Fig. 1b). 

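Among the DEGs called with edgeR, 1069 were upregulated and 913 downregulated by ethanol. This division moved with the scaling, and limma on log2(FPKM + 1) without quantile normalization called 258 of its 1084 DEGs as downregulated. The genes with the largest changes were taken from those whose groups did not overlap and whose adjusted *P* value was under 0.05, and all 10 given here kept an adjusted *P* value under 0.05 in each of the 6 fits that left out a liver. *Cyp2b9* (Entrez 13094, chromosome 7, 26173350 to 26210661) had no reads in the control livers and 578 ± 220 CPM in the ethanol livers, at least 8820-fold more (adjusted *P* = 0.000979, edgeR). *Cyp2a4* (Entrez 13086, chromosome 7, 26307192 to 26315088) went from no reads to 344 ± 132 CPM, at least 5250-fold more (adjusted *P* = 0.0012). *Cyp2b13* (Entrez 13089, chromosome 7, 26061388 to 26096197) went from no reads to 109 ± 49.1 CPM, at least 1660-fold more (adjusted *P* = 0.00249). These 3 genes belong to a list of 18 female-biased liver genes of which 17 were higher on ethanol. *Cyp2b10* (Entrez 13088, chromosome 7, 25897658 to 25926624) rose from 0.0873 ± 0.151 to 183 ± 196 CPM, a log2 FC of 11.11 (SE 1.37, adjusted *P* = 0.00597) that ranged from 9.73 to 16.34 when each liver was left out. *Eci3* (Entrez 69123, chromosome 13, 34946614 to 34963988) went from no reads to 2.41 ± 1.05 CPM, at least 36.8-fold more (adjusted *P* = 0.00613).
Downregulated by ethanol, *Moxd1* (Entrez 59012, chromosome 10, 24223517 to 24302783) went from 73.9 ± 77.3 to 0.0749 ± 0.0342 CPM, a log2 FC of -9.92 (SE 1.16, adjusted *P* = 0.00509). *Hsd3b5* (Entrez 15496, chromosome 3, 98618636 to 98645534) went from 249.8 ± 7.68 to 0.249 ± 0.316 CPM, a log2 FC of -9.89 (SE 0.761, adjusted *P* = 0.00138). *Moxd1* and *Hsd3b5* belong to a list of 16 male-biased liver genes of which 2 were higher on ethanol. *Adgrf1* (Entrez 77596, chromosome 17, 43270283 to 43325876) went from 10.6 ± 5.89 to 0.053 ± 0.0918 CPM, a log2 FC of -7.5 (SE 0.87, adjusted *P* = 0.00509). *Cyp4a12b* (Entrez 13118, chromosome 4, 115411624 to 115439034) had a log2 FC of -6.28 (SE 0.288, adjusted *P* = 0.000292). *Scara5* (Entrez 71145, chromosome 14, 65666403 to 65764826) had a log2 FC of -5.71 (SE 0.77, adjusted *P* = 0.00817), and its adjusted *P* value was 0.0952 in the test of the Fig. 1 legend. Single values of the *Cyp2a*, *Cyp2b* and *Cyp4a* genes are uncertain, since reads of near-identical genes can be assigned to more than one of them.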

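At an adjusted *P* value under 0.05 and an FC above 1.5, 949 genes differed between the diets in WT livers, of which 472 were upregulated and 477 downregulated by ethanol. In limma on log2(FPKM + 1) without quantile normalization, 628 genes were upregulated and 197 downregulated at this threshold. Between 366 and 841 genes passed it when each liver was left out in turn. The CPM of the ethanol and control livers did not overlap in 4612 of the 14038 tested genes, or 32.9%, against the 10% that chance gives for 3 livers against 3.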

A gene expression heatmap further confirmed the top 119 DEGs (Supplementary Fig. 1b). In Gene Set Enrichment Analysis (GSEA) analysis, the “AhR pathway” was the most highly upregulated among the “WP pathways” (Fig. 1c). 

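The gene sets of the paper's GSEA are not part of the deposited data, and a list of AhR target genes written by hand was tested instead. Its 16 tested genes had a mean log2 FC 1.51 above that of the other genes (adjusted *P* = 9.08e-07 over 125 pairs of a list and a comparison, camera in limma), and 15 of the 16 were upregulated by ethanol. An adjusted *P* value under 0.05 was reached by 10 of them over all tested genes and by 11 over the list alone. The normalized enrichment score of the list was 1.69 in a GSEA with 10000 permutations (adjusted *P* = 0.0341). The alternative that changed the call was a correlation between genes estimated from the list itself, with an adjusted *P* value of 0.43. This estimate rests on 6 livers, and the xenobiotic and respiratory chain lists below reached the same 0.43, so a value above 0.05 there decides neither way. Of the 20 genes in the heatmap of Fig. 1c, 19 had a positive log2 FC, and the values ranged from -0.12 to 3.64. An unadjusted *P* value under 0.05 was reached by 17 of the 20, and an adjusted *P* value under 0.05 by 9 over all tested genes and by 17 over these 20, a count that shows no stability for genes selected on the same data. *Nqo1* (Entrez 18104, chromosome 8, 107388225 to 107403205) rose from 2.64 ± 0.813 to 24.4 ± 5.38 CPM, a log2 FC of 3.23 (SE 0.277, adjusted *P* = 0.00203). *Cyp1a1* (Entrez 13076, chromosome 9, 57687928 to 57703824) rose from 0.256 ± 0.0809 to 1.34 ± 0.319 CPM, a log2 FC of 2.4 (SE 0.389, adjusted *P* = 0.0151). *Cyp1a2* (Entrez 13077, chromosome 9, 57676937 to 57683655) rose from 490.3 ± 114 to 1089 ± 112 CPM, a log2 FC of 1.16 (SE 0.184, adjusted *P* = 0.0137). Both *Cyp1a1* and *Cyp1a2* exceeded an adjusted *P* value of 0.05 in 2 of the 6 fits that left out a liver. *Ahr* (Entrez 11622, chromosome 12, 35497979 to 35534989) had 18.3 ± 1.79 CPM on the control diet and 24.9 ± 5.02 CPM on the ethanol diet, a log2 FC of 0.45 (SE 0.152, adjusted *P* = 0.111) that did not pass 0.05 in edgeR but had an adjusted *P* value of 0.0434 in limma without quantile normalization. *Mgst1* (Entrez 56615, chromosome 6, 138140527 to 138156755) had a log2 FC of -0.12 on counts (SE 0.126, adjusted *P* = 0.61) and of 0.75 on quantile-normalized FPKM (adjusted *P* = 0.0455, limma).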

Among the top 15 KEGG pathways, AhR-related gene sets were enhanced (Fig. 1d, upper). Moreover, leading-edge analysis once again elucidated overlaps between AhR-related pathways and the related genes (Fig. 1d, lower).

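A list of 83 tested genes from the families for xenobiotic metabolism, which covers cytochrome P450, glucuronosyltransferase and glutathione transferase genes, had a mean log2 FC 1.56 above that of the other genes in ethanol livers (adjusted *P* = 1.96e-09, camera). Of its genes, 61 were upregulated. An adjusted *P* value under 0.05 was reached by 42, of which 35 were upregulated, and by 51 when the adjustment covered the list alone. The normalized enrichment score of the list was 2.28 (adjusted *P* = 0.0036). With a correlation between genes estimated from the list, its adjusted *P* value was 0.43. Near-identical members of these families can share reads, so the number of changed members is uncertain. In livers labelled *Ahr* HKO, ethanol raised the list as well, by 1.44 relative to the other genes (adjusted *P* = 8.94e-13, camera, 76 of 83 genes higher). The effect of ethanol on the list differed between genotypes by -0.12 (adjusted *P* = 0.181, camera), so its rise was not limited to WT. The AhR targets rose by 0.58 in these *Ahr* HKO livers (adjusted *P* = 0.105, camera, 11 of 16 genes higher).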

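The leading edge of the GSEA, the genes that make up the enrichment score, held 11 genes for the AhR targets, 28 for the xenobiotic metabolism families and 7 for a list of tryptophan metabolism genes. The AhR target and tryptophan lists shared 3 genes, and all 3 (*Cyp1a1*, *Cyp1a2* and *Cyp1b1*) were in both leading edges. The AhR target and xenobiotic lists shared 6 genes, of which 3 (*Cyp1a1*, *Cyp1b1* and *Gsta1*) were in both leading edges. The tryptophan and xenobiotic lists shared 3 genes, of which 2 (*Cyp1a1* and *Cyp1b1*) were in both. From GSEA and the leading edges of the WT livers, the paper states that AhR-related gene sets were enhanced by alcohol and overlapped in their genes.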

**Fig. 1:**
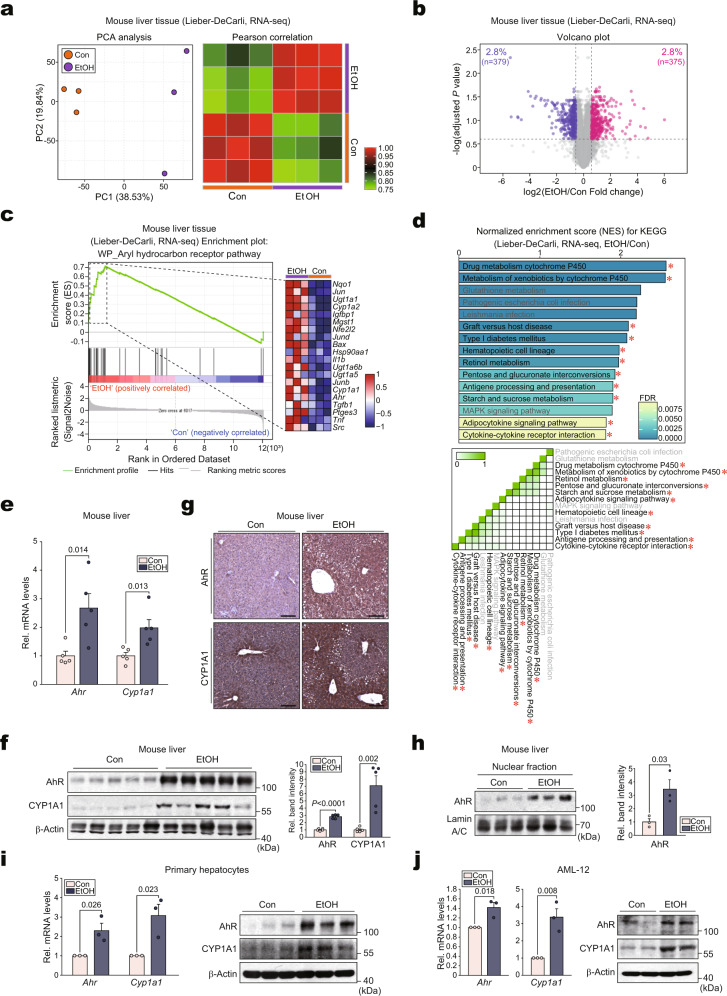
Activation of AhR in hepatocytes by alcohol. **a** PCA score plot (left) and Pearson correlation matrix heatmap (right) of the hepatic transcriptome data obtained from mice fed with either a control diet or a Lieber-DeCarli alcohol liquid diet for 5 weeks (*n* = 3 each; darker green, closer negative correlation; darker red, closer positive correlation). **b** Volcano plot of DEGs using the same data as in (**a**) (blue, downregulated; red, upregulated; DEGs with adjusted *P* value <0.25 and absolute FC >1.5). **c** GSEA-enrichment plot of the AhR pathway (WikiPathways, WP) from the same data as in (**a**) (NES = 2.23, FDR <0.0001). The top 20 genes comprising the leading-edge of the enrichment score are shown in the corresponding heatmap (darker blue, stronger downregulation; darker red, stronger upregulation). **d** Bar graph (upper) and leading-edge analysis (lower) of the significantly enriched GSEA KEGG pathway using the same data as in (**a**). NES and FDR are presented as a bar graph (NES >1.81, FDR <0.01) (upper). The results from GSEA leading-edge analysis are shown as a similarity matrix where the intensity of the green color directly correlates with the extent of the intersection between the leading-edge core genes of each gene set combination (lower). AhR-related pathways were marked with red asterisks. **e**–**g** qRT-PCR, immunoblotting, and immunohistochemical analyses for AhR and CYP1A1 in the liver of mice fed the Lieber-DeCarli diet for 4 weeks (*n* = 5 each). Representative images were shown for (**g**). Scale bar: 100 μm. **h** Immunoblot analyses for nuclear fractions prepared from liver samples of mice subjected to the Lieber-DeCarli diet for 4 weeks (left) and their quantifications (right) (*n* = 3 each). **i**, **j** qRT-PCR (left) or immunoblot (right) assays for AhR and CYP1A1 in mPHs isolated from the mice fed as indicated in (**a**) (**i**; *n* = 3 each). AML-12 cells were treated with 100 mM ethanol for 48 h (**j**; repeated three times with similar results). Values are expressed as means ± SEM. Significantly different compared to the controls. The data were analyzed via a two-sample two-tailed *t*-test with the Benjamini–Hochberg correction for an adjusted *P* value (**b**) or two-tailed Student’s *t*-tests (**e**, **f**, **h**–**j**). Source data are provided as a Source Data file.

Next, AhR expression was assessed in alcohol-exposed mice via qRT-PCR analysis. Alcohol exposure not only increased *Ahr* transcript levels but also activated AhR activity, as demonstrated by the induction of *Cyp1a1* (Fig. 1e). The bona fide overexpression and activation of AhR were corroborated by immunoblotting and immunohistochemistry (Fig. 1f, g). In addition, AhR-positive cells showed the expression of CYP1A1 in mouse liver (Supplementary Fig. 1c). Concordantly, AhR was highly enriched in the nuclear fraction of the alcohol-exposed mice, thus supporting the ability of alcohol to activate AhR (Fig. 1h). Consistently, the AhR-activating effect of alcohol and the resulting *Cyp1a1* induction were verified using mPHs and AML-12 cells (Fig. 1i, j). In addition, ethanol treatment increased AhR levels in Kupffer cells, but resulted in the opposite effect in hepatic stellate cells (HSCs) (Supplementary Fig. 1d), as shown previously^11,12^. Our findings indicate that alcohol enhanced AhR expression and its activation in hepatocytes.

### Ablation of AhR in hepatocytes prevents alcohol from dysregulating autophagy flux

Next, we ablated the *Ahr* gene in hepatocytes using *Ahr*^*fl/fl*^ *Alb-Cre* mice (*Ahr* HKO). Given that the loxP sites flanking the second exon of AhR did not affect AhR expression or other phenotypes, wild-type (WT) littermates without the *Cre* gene were used as controls (Supplementary Fig. 2a). Consistent with previous reports^13^, PCR analysis of representative tissues and mPHs to assess the occurrence of both *Ahr*^*fl/fl*^-unexcised and *Ahr*^*fl/fl*^-excised alleles confirmed hepatocyte-specific gene deletion (Supplementary Fig. 2b). Immunoblottings also confirmed AhR silencing in hepatocytes (Supplementary Fig. 2c). The *Ahr* HKO mice were born at the expected Mendelian frequency, fertile, and without any gross physical or behavioral abnormalities observable up to 12 months of age.

RNA-seq analyses were then conducted to identify the gene networks affected by *Ahr* HKO. 

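*Ahr* HKO mice lack the second exon of *Ahr* in hepatocytes, where Cre removes it between loxP sites. Livers of 3 *Ahr* HKO mice on the control diet were compared with those of 3 WT mice on the control diet. The legend of Fig. 2a does not name the diet. The reads counted on genes were 61659352, 55962649 and 53250985 in the *Ahr* HKO livers (median 55962649), where 3 counts correspond to between 0.0487 and 0.0563 CPM. The deposited counts are per gene and do not separate exons. *Ahr* (Entrez 11622) had 20.1, 16.6 and 18.3 CPM in the libraries labelled WT on the control diet and 65.5, 41.3 and 63.3 CPM in the libraries labelled *Ahr* HKO on the control diet. On the ethanol diet it had 30.5, 20.8 and 23.5 CPM in libraries labelled WT and 41.8, 32.1 and 24.7 CPM in libraries labelled *Ahr* HKO. The targeted gene was thus read more often in the libraries labelled *Ahr* HKO, with a log2 FC of 1.63 on the control diet (SE 0.188, adjusted *P* = 0.00164, edgeR) and of 0.4 on the ethanol diet (SE 0.211, adjusted *P* = 0.316). *Cyp1a2* (Entrez 13077), a target of AhR, had 617, 398 and 456 CPM in the libraries labelled WT on the control diet and 90.7, 112 and 258 CPM in the libraries labelled *Ahr* HKO, a log2 FC of -1.67 (SE 0.401, adjusted *P* = 0.0197) whose adjusted *P* value rose to 0.0607 when a liver was left out. *Cyp1a1* (Entrez 13076), another target, had 0.256 ± 0.0809 CPM in the libraries labelled WT and 0.723 ± 0.245 CPM in those labelled *Ahr* HKO on the control diet, a log2 FC of 1.5 (SE 0.461, adjusted *P* = 0.0453) whose adjusted *P* value exceeded 0.05 in 5 of the 6 fits that left out a liver. The list of AhR targets had a mean log2 FC 0.17 above that of the other genes (adjusted *P* = 0.691, camera), with 9 of 16 genes higher. Groups are given as labelled.

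**Figure D1:**
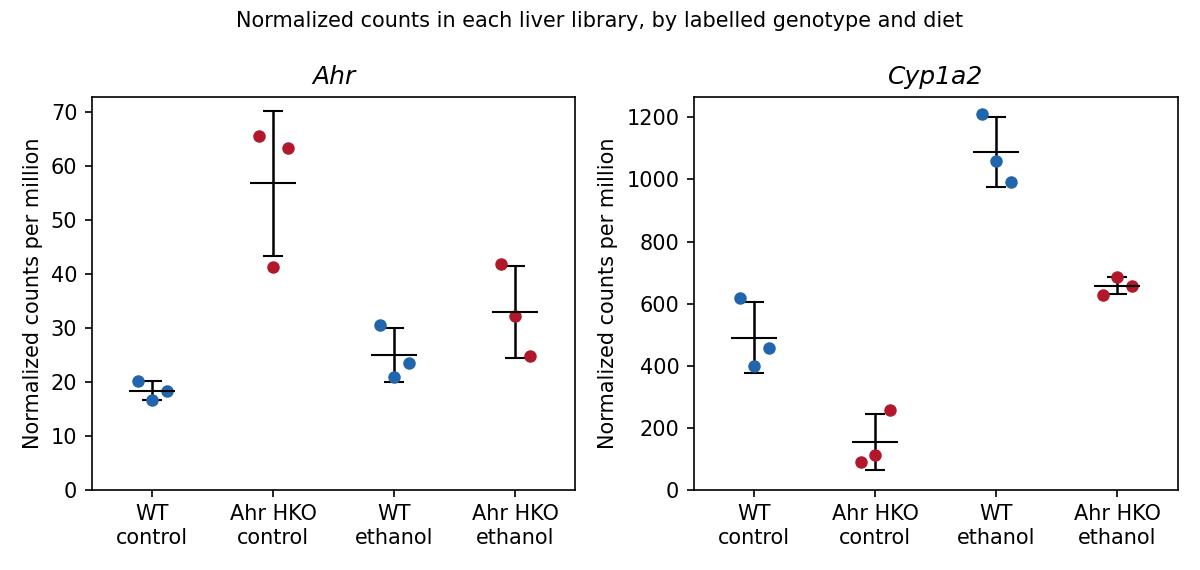
CPM of *Ahr* (left) and *Cyp1a2* (right) in each of the 12 libraries by labelled genotype and diet, with points for livers and bars for the mean ± SD of 3 livers. *Ahr* has a mean of 56.7 CPM in *Ahr* HKO and 18.3 CPM in WT on the control diet, whereas *Cyp1a2* is lower in *Ahr* HKO than in WT on both diets.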

AhR ablation caused major changes in gene expression compared with the control (Fig. 2a, left). 

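In the PCA of the 6 control-diet libraries, the first component held 66.3% of the variance and the second 12.6%. The WT and *Ahr* HKO livers lay apart on the first component, with a gap of 46.9 of the 64.9 units spanned by the scores, and its share was between 66.5% and 70.9% when each liver was left out. Of the 14038 tested genes, 6644 (47.3%) had CPM values that did not overlap between the genotypes, where chance gives 10%.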

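Across genes, Pearson's r between livers of the same genotype on the control diet ranged from 0.985 to 0.992 (mean 0.989), and r between WT and *Ahr* HKO livers ranged from 0.957 to 0.974 (mean 0.965). The difference of the means, 0.0238, was the largest of the 10 splits of these livers (one-sided exact permutation test, p = 0.1).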

Heatmap visualizations indicated that WT and *Ahr* HKO exhibited distinct gene expression patterns, of which three biological replicates were correlated. 

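On the control diet, the increases in *Ahr* HKO livers were largest for 5 genes. *Gm12070* (Entrez 654472, chromosome 11, 26785108 to 26787860) had no reads in WT and 139 ± 17.7 CPM in *Ahr* HKO, at least 2130-fold more (adjusted *P* = 0.000195, edgeR). It was also read in WT livers on the ethanol diet, with 174, 170 and 0 CPM. *Tm4sf20* (Entrez 66261, chromosome 1, 82756647 to 82768461) had no reads in WT and 10.2, 1.57 and 1.05 CPM in the *Ahr* HKO livers, at least 65.1-fold more on average (adjusted *P* = 0.0158). *Ctse* (Entrez 13034, chromosome 1, 131638314 to 131675507) rose from 0.07 ± 0.0631 to 17.4 ± 4.77 CPM, a log2 FC of 7.98 (SE 0.537, adjusted *P* = 0.000603). *A2m* (Entrez 232345, chromosome 6, 121636165 to 121679238) rose from 0.0661 ± 0.00507 to 15 ± 13.9 CPM, a log2 FC of 7.78 (SE 0.932, adjusted *P* = 0.00186). *Sult1e1* (Entrez 20860, chromosome 5, 87575968 to 87591611) had a log2 FC of 6.23 (SE 1.2, adjusted *P* = 0.00903) and belongs to a list of 15 glucocorticoid-responsive genes of which 14 were higher in *Ahr* HKO.
The largest decreases in *Ahr* HKO livers were those of *Clec2h* (Entrez 94071, chromosome 6, 128662385 to 128677374), with a log2 FC of -5.62 (SE 0.563, adjusted *P* = 0.00117), and of *Rfx4* (Entrez 71137, chromosome 10, 84756036 to 84906538), with a log2 FC of -4.7 (SE 0.792, adjusted *P* = 0.00574). *Cyp7a1* (Entrez 13122, chromosome 4, 6265612 to 6275632) went from 112 ± 93.7 to 5.55 ± 4.08 CPM, a log2 FC of -4.33 (SE 0.855, adjusted *P* = 0.00974), and its adjusted *P* value was 0.056 in the test of the Fig. 1 legend. *C330021F23Rik* (Entrez 546049, chromosome 8, 3567998 to 3584776) and *Nrep* (Entrez 27528, chromosome 18, 33437019 to 33464365) had log2 FCs of -3.94 and -3.81 (SE 0.514 and 0.54, adjusted *P* = 0.00238 and 0.00317). All 10 genes kept an adjusted *P* value under 0.05 in each of the 6 fits that left out a liver.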

Statistical analyses were conducted to identify the total and top 100 DEGs between WT and *Ahr* HKO (Supplementary Fig. 2d, e). The DEGs accounted for 9.1% of the total transcriptomes. 

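In the edgeR test, 2788 of the 14038 tested genes, or 19.9%, had an adjusted *P* value under 0.05 and an FC above 1.5 between *Ahr* HKO and WT livers on the control diet. The test of the Fig. 1 legend on quantile-normalized log2(FPKM + 1) moved the count most and called 1239 DEGs, of which 1217 were among the 2788. Limma on the same values called 1786, and 2763 with a pseudocount of 0.1. Between 2177 and 2778 genes passed when each liver was left out in turn. Without a minimum FC, the unadjusted *P* value was under 0.05 for 5911 genes and the adjusted *P* value for 4161.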

Among the 1217 DEGs, 703 genes were downregulated with 514 genes upregulated (Fig. 2a, right). 

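Of the DEGs from edgeR, 1371 were upregulated and 1417 downregulated in *Ahr* HKO livers. With the adjusted *P* value allowed up to 0.25 and the same minimum FC, there were 3936 DEGs, of which 1868 were upregulated and 2068 downregulated. The division moved with the scaling. Upper-quartile scaling in edgeR gave 1093 upregulated and 1679 downregulated DEGs at the threshold of 0.05, and 1544 and 2392 at 0.25, whereas limma on log2(FPKM + 1) without quantile normalization gave 928 and 822 at 0.05.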

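A list of autophagy genes written by hand held 61 tested genes. Among the upregulated DEGs of *Ahr* HKO livers on the control diet were 3 of them, where 5.96 were expected from the share of these DEGs among the tested genes (odds ratio 0.477, one-sided Fisher's exact test, p = 0.945). The 3 were *Ambra1* (Entrez 228361, chromosome 2, 91730138 to 91918849), with a log2 FC of 0.61 (SE 0.093, adjusted *P* = 0.0041), *Atg13* (Entrez 51897, chromosome 2, 91674612 to 91710597), with a log2 FC of 0.7 (SE 0.104, adjusted *P* = 0.00368), and *Tfe3* (Entrez 209446, chromosome X, 7762530 to 7775202), with a log2 FC of 0.83 (SE 0.113, adjusted *P* = 0.00279). Among the downregulated DEGs were 7 genes of the list, where 6.16 were expected (odds ratio 1.16, one-sided Fisher's exact test, p = 0.42).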

Of the 514 genes upregulated by AhR deletion, 33 genes were related to autophagy pathways (Supplementary Fig. 2f). Moreover, several gene sets associated with autophagy were upregulated in *Ahr* HKO according to REACTOME pathway analysis (Fig. 2b).

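In *Ahr* HKO livers on the control diet, the mean log2 FC of the autophagy list was lower by 0.07 than that of the other genes (adjusted *P* = 0.235, camera), with 27 of the 61 genes higher. Over all tested genes, 22 genes of the list had an adjusted *P* value under 0.05, of which 5 were higher, and 23 had one when the adjustment covered the list alone. The normalized enrichment score of the list was -0.82 (adjusted *P* = 0.912). Under the other scalings, between 22 and 30 of the 61 genes were higher. From the DEGs and the REACTOME gene sets, the paper states that autophagy-associated genes were upregulated by loss of AhR.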

**Fig. 2:**
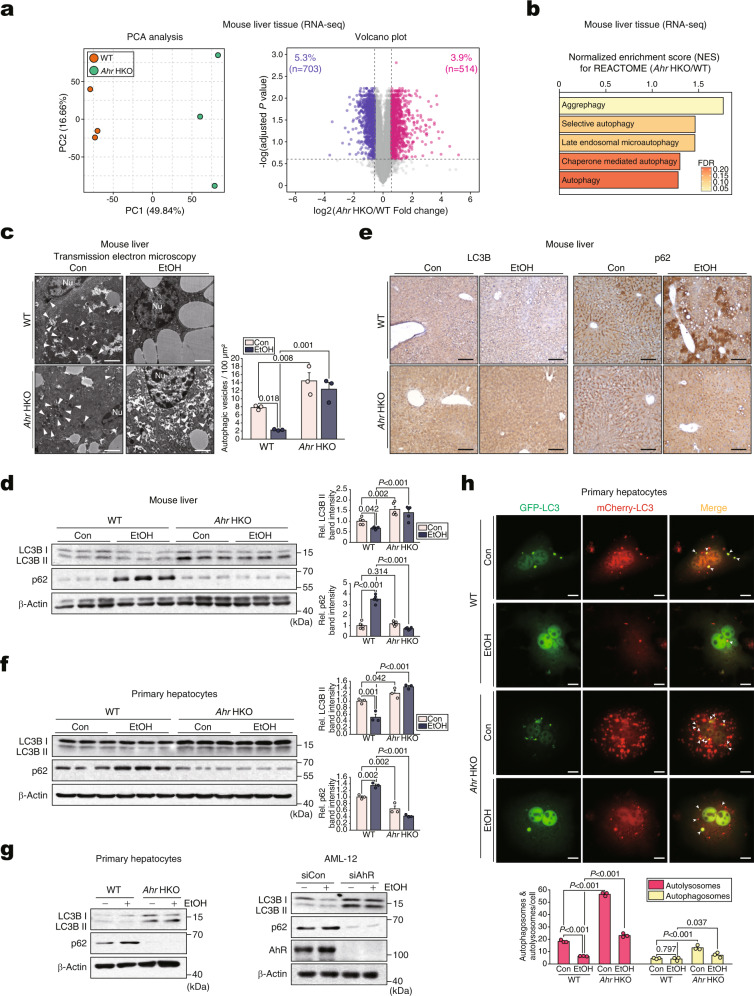
Augmentation of autophagy flux by hepatocyte-specific *Ahr* deficiency in mice. **a** PCA score plot (left) and volcano plot (right; blue, downregulation; red, upregulation) of DEGs based on the hepatic transcriptome data using WT or *Ahr* HKO mice (*n* = 3 each; DEGs of adjusted *P* value <0.05 and absolute FC >1.5). **b** Autophagy-related pathways based on GSEA REACTOME analysis using the same data as in (**a**). FDR and NES are presented as a bar graph (NES >1.25, FDR <0.25). **c** Representative TEM (Nu, nucleus) in the liver of mice subjected to a control diet or Lieber-DeCarli diet for 5 weeks (left) and their quantifications (right) (*n* = 3 each). The arrows indicate autophagic vesicles containing organelle remnants. Scale bar: 2 μm. **d** Immunoblots of the liver homogenates of mice fed as in (**c**) (left) and their quantifications (right) (*n* = 5 each). **e** Representative immunohistochemical images for LC3B (left) and p62 (right) using the same mice as in (**d**) (*n* = 5 each). Scale bar: 100 μm. **f** Immunoblots in mPHs isolated from the mice fed as in (**c**) (left) and their quantifications (right) (*n* = 3 each). **g** Immunoblots for LC3BI/II and p62 in the lysates of mPHs treated with 100 mM ethanol for 48 h (left) or AML-12 cells treated with 100 mM ethanol for 48 h after transfection with siAhR (or siCon) for 24 h (right) (repeated three times with similar results). **h** Representative confocal microscopic images of mCherry/GFP-LC3B puncta staining (upper) and their quantifications (lower) (*n* = 3 each, 10 cells/group for each experiment). To collect confocal images of yellow (autophagosomes) or red (autolysosome) puncta, mPHs were infected with Ad-mCherry-GFP-LC3B for 12 h and then exposed to 100 mM ethanol (or Con) for 48 h. Scale bar: 10 μm. Values are expressed as means ± SEM. Significantly different compared to the control or WT. The data were analyzed via a two-sample two-tailed *t*-test with the Benjamini–Hochberg correction for an adjusted *P* value (**a**) or one-way ANOVA with LSD (**c**, **d**, **f**, **h**). Source data are provided as a Source Data file.

Autophagy plays a crucial role in lipid metabolism^14,15^, cellular and tissue homeostasis^6^, and causes an increase of LC3B II with p62 degradation^16^. In our assays, alcohol treatment decreased LC3B II levels with an increase of p62, confirming reduced autophagy flux (Supplementary Fig. 2g, h), which is in line with previous reports^17,18^. Therefore, we hypothesized that alcohol dysregulates autophagy through AhR. WT mice fed with the Lieber-DeCarli alcohol diet displayed a decreased number of autophagic vesicles in hepatocytes, which was entirely reversed in *Ahr* HKO mice (Fig. 2c). This effect was confirmed by changes in LC3B and p62 levels (Fig. 2d, e). Similar outcomes were obtained in the ex vivo and in vitro experiments using mPHs isolated from mice fed with an alcohol diet (Fig. 2f) or either ethanol-treated mPHs or AML-12 cells (Fig. 2g), verifying that alcohol dysregulates autophagy through AhR. Unlike the negligible p62 protein expression in *Ahr* HKO mPHs (Fig. 2g), the levels of its mRNA was not changed by ablation of AhR (Supplementary Fig. 2i), supporting the notion that p62 may not be the direct target of AhR.

To further demonstrate changes in autophagic flux, we employed chloroquine and autophagic flux assays using a mCherry-GFP-LC3 construct in mPHs as previously described;^19^ Red fluorescence, but not green fluorescence, is preserved in the acidic conditions of autolysosomes. AhR ablation facilitated autophagic degradation in adenoviral tandem mCherry-GFP-LC3 assays (Fig. 2h). Moreover, loss of AhR enhanced LC3-II level in the presence of chloroquine (Supplementary Fig. 2j, left and middle), whereas AhR overexpression exerted the opposite effect (Supplementary Fig. 2j, right). Consistently, a deficiency of AhR diminished the inhibitory effect of alcohol on autophagy (Supplementary Fig. 2k). These results provide strong evidence that alcohol-induced AhR overinduction and activation dysregulates autophagy flux in hepatocytes.

### Kynurenine produced by alcohol causes autophagy dysregulation through AhR

Although AhR is a well-studied nuclear receptor for xenobiotics^3^, the physiological effect of its endogenous ligand has not been fully established. Therefore, we hypothesized that alcohol consumption affects kynurenine production through TDO2 and IDO. 

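A list of tryptophan metabolism genes written by hand held 37 tested genes. Among the 1982 DEGs between ethanol and control diets in WT livers were 13 of them, where 5.22 were expected (odds ratio 3.31, one-sided Fisher's exact test, p = 0.0011). Of these 13, 8 were upregulated and 5 downregulated by ethanol. The mean log2 FC of the list was 0.05 above that of the other genes (adjusted *P* = 0.852, camera), with 16 of the 37 genes higher, and -0.03 on quantile-normalized FPKM. Its normalized enrichment score was 1.2 (adjusted *P* = 0.371). An adjusted *P* value under 0.05 was reached by 8 genes, of which 5 were upregulated, and by 13 when the adjustment covered the list alone. Besides *Cyp1a1* and *Cyp1a2*, *Aox1* (log2 FC 1.19, SE 0.168, adjusted *P* = 0.00967, edgeR), *Maoa* (log2 FC 1.04, SE 0.123, adjusted *P* = 0.00518) and *Maob* (log2 FC 0.61, SE 0.144, adjusted *P* = 0.0446) were upregulated. *Aadat* (log2 FC -1.62, SE 0.147, adjusted *P* = 0.00212), *Aox3* (log2 FC -1.62, SE 0.237, adjusted *P* = 0.0108) and *Acmsd* (log2 FC -0.93, SE 0.18, adjusted *P* = 0.0243) were downregulated. A list of 11 tested kynurenine enzymes was lower by 0.41 than the other genes (adjusted *P* = 0.00399, camera), with 1 of 11 genes higher, and its adjusted *P* value was 0.43 with a correlation between genes estimated from the list and 0.578 in GSEA.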

Our RNA-seq analysis indicated that exposure to the Lieber-DeCarli alcohol diet was correlated with the KEGG pathway of “Tryptophan metabolism” (Fig. 3a). Additionally, alcohol exposure promoted TDO2 and IDO expression in the liver (Fig. 3b–d). The direct effect of alcohol on the enzymes was confirmed using mPHs (Supplementary Fig. 3a).

**Fig. 3:**
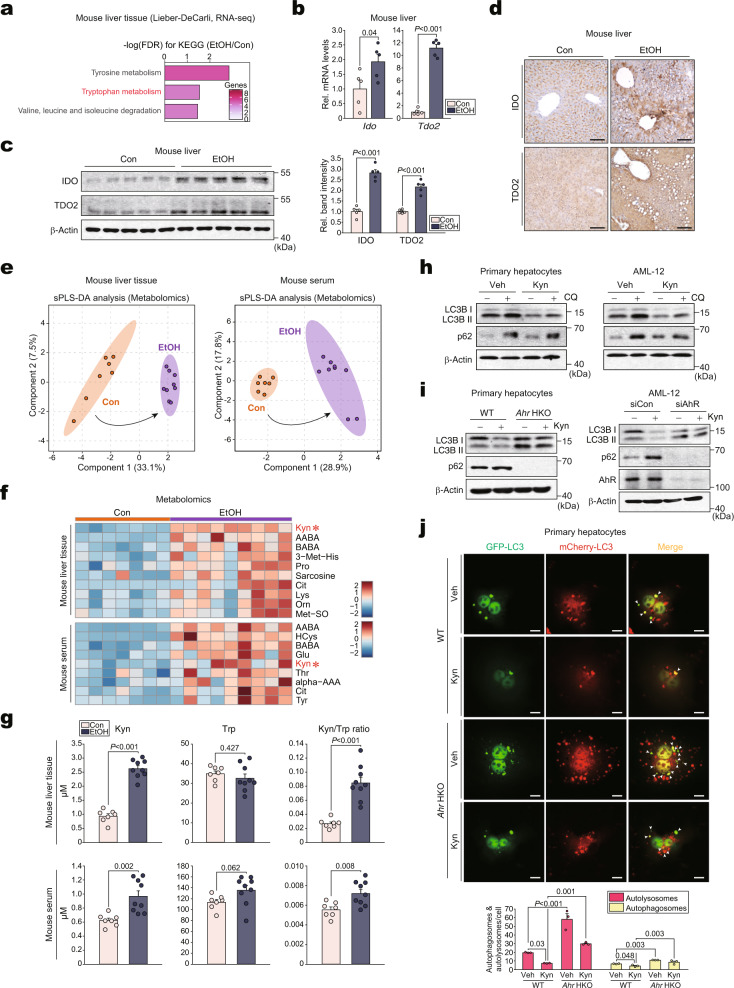
Production of kynurenine by alcohol and its effect on autophagy flux. **a** Bar graph based on KEGG analysis to identify functional processes controlled by alcohol treatment using the same data as in Fig. 1a. FDR and genes are presented as a bar graph (FDR <0.05). **b**–**d** qRT-PCR, immunoblots, and immunohistochemical analyses for IDO and TDO2 in the liver of mice fed with the control diet or a Lieber-DeCarli alcohol liquid diet for 4 weeks (*n* = 5 each). Representative images were shown for (**d**). Scale bar: 100 μm. **e** sPLS-DA score plots based on the metabolomics data related to amino acids using the liver (left) and serum (right) from the mice fed either a control diet or a Lieber-DeCarli diet for 5 weeks (*n* = 7, 9 mice). **f** Heatmap analyses of increased amino acids and their metabolites using the same data as in (**e**) (*n* = 7, 9 mice; FDR <0.05; darker blue, stronger downregulation; darker red, stronger upregulation). Kynurenine was marked with red asterisks. **g** Concentrations of kynurenine and tryptophan, and kynurenine/tryptophan ratios using the same data as in (**e**) (*n* = 7, 9 mice). **h** Immunoblots for LC3BI/II and p62 in mPHs (left) or AML-12 cells (right) treated with 100 μM kynurenine for 12 h and continuously with 10 μM CQ for 2 h (repeated three times with similar results). **i** Immunoblots for LC3BI/II and p62 in mPHs treated with 100 μM kynurenine for 12 h (left) or AML-12 cells treated with 100 μM kynurenine for 12 h after transfection with siAhR (or siCon) for 24 h (right) (repeated three times with similar results). **j** Representative confocal microscopic images of staining for mCherry/GFP-LC3B puncta (upper) and their quantifications (lower) (*n* = 3 each, 10 cells/group for each experiment). mPHs were infected with Ad-mCherry-GFP-LC3B for 12 h and then exposed to 100 μM kynurenine (or vehicle) for 12 h. Scale bar: 10 μm. Values are expressed as means ± SEM. Significantly different compared to Con, Veh, or WT. Data were analyzed via two-tailed Student’s *t*-test (**b**, **c**, **g**) or one-way ANOVA with LSD (**j**). Source data are provided as a Source Data file.

Metabolomic profiling analyses were conducted to confirm the production of kynurenine upon alcohol exposure. The sparse partial least squares discriminant analysis (sPLS-DA) score plot indicated complete clustering between the two groups, suggesting that the metabolite profiles of the liver or serum samples obtained from mice fed with an ethanol diet were markedly different from those of the controls (Fig. 3e). A Pearson correlation matrix of all 41 amino acids and their metabolite levels in the liver also showed a distinct separation between the ethanol-exposed and control groups (Supplementary Fig. 3b). Among all amino acids and their derivatives, kynurenine was identified as the most significantly upregulated metabolite in liver and blood samples (Fig. 3f). This disparity between metabolomic profiles was largely attributed to changes in ten metabolites. Particularly, kynurenine exhibited higher VIP scores (Supplementary Fig. 3c; i.e., higher VIP scores indicate a greater kynurenine contribution). Therefore, ethanol exposure enhanced the liver and serum concentrations of kynurenine, as well as kynurenine to tryptophan ratios (Fig. 3g). Exposure of *Ahr* HKO mice to alcohol also increased kynurenine level in the liver, but weakly changed that of serum kynurenine (Supplementary Fig. 3d). This may be due to other factors such as altered metabolite transport, transporter expression, and kynurenine utilization. Among the top 20 most enriched pathways, we additionally recognized the metabolic pathways associated with tyrosine using Metabolite Set Enrichment Analysis (MSEA) (Supplementary Fig. 3e).

Having identified the inhibitory effect of AhR on autophagy flux, we hypothesized that AhR activation by kynurenine affects autophagy. As expected, autophagic flux was impaired after kynurenine treatment in mPHs or AML-12 cells, and the effect of AhR ablation on this event was verified by changes in LC3B and p62 (Fig. 3h, i). Similar results were obtained using FICZ, another endogenous AhR ligand (Supplementary Fig. 3f). Moreover, the inhibitory effect of kynurenine on autophagic flux was visualized using mPHs infected with adenoviral tandem mCherry-GFP-LC3. AhR ablation abrogated the effects of kynurenine on autophagic flux (Fig. 3j). Consistently, treatment with IDO/TDO2 inhibitors enhanced autophagy flux, which was attenuated by kynurenine (Supplementary Fig. 3g). Our findings suggest that increases in kynurenine through TDO2 and IDO contribute to AhR-dependent dysregulation of autophagy.

### Alcohol inhibits AMPK via kynurenine-dependent AhR activation

We next explored the mechanisms by which kynurenine-mediated AhR activation dysregulates autophagy using RNA-seq analysis. 

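This comparison used the livers of 3 WT and 3 *Ahr* HKO mice after 5 weeks on the ethanol diet, and the WT livers were those compared with the control diet for Fig. 1. The reads counted on genes in the *Ahr* HKO livers were 74336255, 67181702 and 47949946 (median 67181702), where 3 counts correspond to between 0.0404 and 0.0626 CPM. *Ahr* had 32.9 ± 8.55 CPM in the libraries labelled *Ahr* HKO and 24.9 ± 5.02 CPM in those labelled WT, and *Cyp1a2* (Entrez 13077) was lower, with 657 ± 27.6 against 1089 ± 112 CPM, a log2 FC of -0.73 (SE 0.116, adjusted *P* = 0.0433, edgeR). The adjusted *P* value of *Cyp1a2* exceeded 0.05 in 5 of the 6 fits that left out a liver, and it was 0.196 with all 12 libraries in a single fit.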

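In the PCA of the 6 ethanol-diet libraries, the first component held 49.4% of the variance and the second 20.9%. The WT and *Ahr* HKO livers lay on opposite sides of the first component, with a gap of 19.8 of the 47.8 units spanned by the scores. The share of the first component was between 48% and 56.3% when each liver was left out in turn. The genotypes did not overlap in 3913 of the 14038 tested genes (27.9%), where chance gives 10%.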

PCA of the bulk gene expression levels indicated a significant separation of *Ahr* HKO from WT under ethanol exposure (Fig. 4a, left). Moreover, a Pearson correlation matrix was generated using all 13,345 gene expression profiles to compare the transcriptomes from each sample (Fig. 4a, right). 

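On the ethanol diet, r ranged from 0.987 to 0.993 within a genotype (mean 0.989) and from 0.974 to 0.987 between genotypes (mean 0.98), so the ranges overlapped. The difference of the means was 0.00886, the largest of the 10 splits (one-sided exact permutation test, p = 0.1), and lay between 0.00677 and 0.0123 when each liver was left out in turn.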

The distinct gene expression profiles of the WT and *Ahr* HKO groups were visualized using a heatmap (Fig. 4b). 

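All 72 genes that the heatmap of Fig. 4b shows as upregulated were higher in *Ahr* HKO than in WT livers on the ethanol diet, with log2 FCs in edgeR from 0.95 to 6.05. The unadjusted *P* value was under 0.05 for all 72. The adjusted *P* value was under 0.05 for 46 over all tested genes and for 72 over these genes alone, a count that shows no stability for genes selected on the same data. With the threshold of the legend, an unadjusted *P* value under 0.05 and an FC above 2, 71 of the 72 were DEGs in edgeR. All 72 passed it in limma and in the test of the Fig. 1 legend, both on quantile-normalized log2(FPKM + 1).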

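Of the 14038 tested genes, 860, or 6.13%, had an unadjusted *P* value under 0.05 and an FC above 2 between *Ahr* HKO and WT livers on the ethanol diet in edgeR. The test of the Fig. 1 legend on quantile-normalized log2(FPKM + 1) moved the count most and called 151 genes. Between 588 and 1083 genes passed in edgeR when each liver was left out in turn. Without a minimum FC, the unadjusted *P* value was under 0.05 for 2952 genes and the adjusted *P* value for 155.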

The DEGs accounted for ~1% of the total transcriptome. 

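Among the 860 genes, 236 were higher and 624 lower in *Ahr* HKO livers. The division depended on the scaling and test, since limma on quantile-normalized log2(FPKM + 1) called 97 higher and 93 lower genes, limma with a pseudocount of 0.1 called 193 and 236, and the test of the Fig. 1 legend called 82 and 69. At an adjusted *P* value under 0.05 and an FC above 1.5, edgeR called 149 genes, of which 96 were higher and 53 lower. At that threshold DESeq2 called 416 higher and 623 lower genes, edgeR with all 12 libraries in a single fit called 223 and 206, and limma on log2(FPKM + 1) without quantile normalization called 60 and 179.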

Among the 127 DEGs, 55 genes were downregulated with 72 genes upregulated (Supplementary Fig. 4a). 

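The genes with the largest differences on the ethanol diet were taken by adjusted *P* value and FC as for the other comparisons, and 3 of the 10 (*Ctse*, *Cyp4a12b* and *Ces2d-ps*) kept an adjusted *P* value under 0.05 in each of the 6 fits that left out a liver. *Obp2a* (Entrez 227627, chromosome 2, 25697577 to 25703326) had no reads in WT and 2.24 ± 1.01 CPM in *Ahr* HKO livers, at least 39.6-fold more (adjusted *P* = 0.0257, edgeR). *Ctse* (Entrez 13034) rose from 0.166 ± 0.151 to 33.3 ± 6.13 CPM, a log2 FC of 7.7 (SE 0.458, adjusted *P* = 0.0023). *Hsd3b5* (Entrez 15496) rose from 0.249 ± 0.316 to 64 ± 44.6 CPM, a log2 FC of 7.94 (SE 1.14, adjusted *P* = 0.0381). *Hsd3b5* is one of 16 male-biased liver genes, of which 15 were higher in *Ahr* HKO on this diet. *Cyp4a12b* (Entrez 13118) rose from 1.35 ± 0.149 to 90 ± 31.4 CPM, a log2 FC of 6.05 (SE 0.328, adjusted *P* = 0.0023). *Mup7* (Entrez 100041658, chromosome 4, 60066469 to 60070475) rose from 390.2 ± 209 to 12240 ± 7229 CPM, a log2 FC of 4.98 (SE 0.674, adjusted *P* = 0.0352), and its single value is uncertain because near-identical *Mup* genes can share reads.
Lower in *Ahr* HKO, *Ces2d-ps* (Entrez 667754, chromosome 8, 104867424 to 104874083) went from 22.4 ± 4.3 CPM to no reads, at least 332-fold less (adjusted *P* = 0.0023, and 0.0763 with all 12 libraries in a single fit). *Gm10639* (Entrez 100042314, chromosome 9, 78289928 to 78305525) went from 13.8 ± 7.51 CPM to no reads, at least 204-fold less (adjusted *P* = 0.0265). *Ly6d* (Entrez 17068, chromosome 15, 74762056 to 74763567) had a log2 FC of -4.03 (SE 0.64, adjusted *P* = 0.0433). *Cyp2a22* (Entrez 233005, chromosome 7, 26931631 to 26939413) had a log2 FC of -3.89 (SE 0.59, adjusted *P* = 0.0399). *Psat1* (Entrez 107272, chromosome 19, 15905123 to 15925059) had a log2 FC of -3.36 (SE 0.443, adjusted *P* = 0.033).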

Additional pathways were analyzed using the newly elucidated DEGs. Intriguingly, we identified upregulation of the “AMPK signaling pathway” (Fig. 4c).

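A hand-written list of AMPK signaling genes held 87 tested genes. Among the 860 genes that passed the threshold on the ethanol diet were 5 of them, where 5.33 were expected (odds ratio 0.934, one-sided Fisher's exact test, p = 0.623). *Pfkfb1* (log2 FC 1.55, SE 0.225, adjusted *P* = 0.0383, edgeR), *Pfkfb2* (log2 FC 1.13, SE 0.192, adjusted *P* = 0.0491) and *Pfkfb3* (log2 FC 2.21, SE 0.317, adjusted *P* = 0.0381) were higher in *Ahr* HKO livers. *Ccnd1* (log2 FC -1.81, SE 0.165, adjusted *P* = 0.012) and *Lepr* (log2 FC -2.64, SE 0.402, adjusted *P* = 0.0399) were lower. Of these 5 adjusted *P* values, each exceeded 0.05 in at least 1 of the 6 fits that left out a liver. Among the genes at an adjusted *P* value under 0.05 and an FC above 1.5 were 6 of the list (one-sided Fisher's exact test, p = 0.000322), and among the genes called by limma on quantile-normalized FPKM were 5 (p = 0.008), so the enrichment depended on the threshold and the test. The mean log2 FC of the whole list was 0.07 above that of the other genes (adjusted *P* = 0.774, camera), with 43 of the 87 genes higher, and -0.02 on quantile-normalized FPKM. In the list, 6 genes reached an adjusted *P* value under 0.05, of which 3 were higher, and 17 did when the adjustment covered the list alone. Its normalized enrichment score was -0.71 (adjusted *P* = 1). From the upregulation of this pathway, the paper goes on to examine AMPK signaling in *Ahr* HKO livers.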

**Fig. 4:**
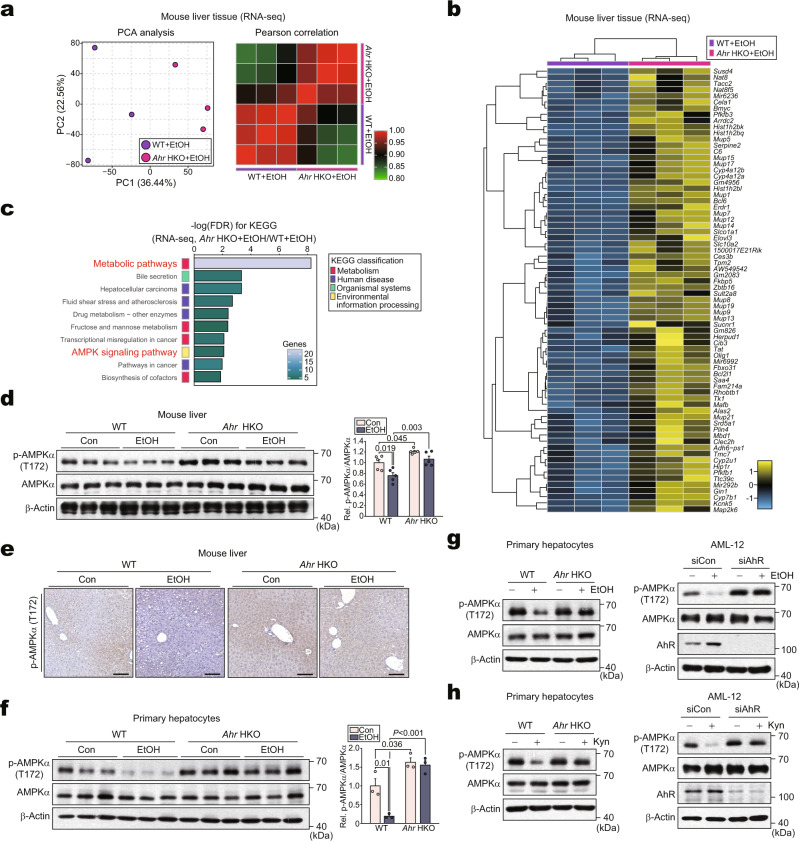
AhR-dependent inhibition of p-AMPKα in mice or hepatocytes treated with alcohol. **a** PCA score plot (left) and heatmap of the Pearson correlation matrix (right) based on the hepatic transcriptome data obtained from WT or *Ahr* HKO mice fed Lieber-DeCarli diet for 5 weeks (*n* = 3 each; darker green, closer negative correlation; darker red, closer positive correlation). **b** Heatmap and hierarchical correlation analyses of DEGs using the same data as in (**a**) (DEGs of *P* < 0.05 and FC >2). The DEGs were hierarchically clustered and presented as heatmap according to the row *Z*-score (darker blue, stronger downregulation; darker yellow, stronger upregulation). **c** Bar graphs based on KEGG analysis to identify functional processes controlled by *Ahr* HKO using the same data as in (**a**). FDR and genes are presented as bar graphs (FDR <0.01). **d** Immunoblots from the liver homogenates obtained from the mice subjected to control or Lieber-DeCarli diets for 5 weeks (left) and their quantifications (right) (*n* = 5 each). **e** Representative immunohistochemical images for p-AMPKα using the same mice as in (**d**) (*n* = 5 each). Scale bar: 100 μm. **f**–**h** Immunoblots in mPHs isolated from the mice fed as in (**d**) (left) and their quantifications (right) (**f**; *n* = 3 each); mPHs treated with 100 mM ethanol for 48 h (left) or AML-12 cells treated with 100 mM ethanol for 48 h after transfection with siAhR (or siCon) for 24 h (right) (**g**; repeated three times with similar results); mPHs treated with 100 μM kynurenine for 12 h (left) or AML-12 cells treated with 100 μM kynurenine for 12 h after transfection with siAhR (or siCon) for 24 h (right) (**h**; repeated three times with similar results). Values are expressed as means ± SEM. Significantly different compared to Con or WT. Data were analyzed via one-way ANOVA with Tukey HSD (**d**, **f**). Source data are provided as a Source Data file.

AMPK plays a crucial role as a sensor of energy status, promoting the onset of autophagy^20,21^. Moreover, ethanol treatment inhibited AMPK activity^22^, as also demonstrated by our experiments (Supplementary Fig. 4b). To assess whether AhR suppresses AMPK activity, we measured the level of p-AMPKα in the liver. p-AMPKα levels were lower in ethanol-fed mice; however, this effect was fully abrogated in *Ahr* HKO mice (Fig. 4d, e). Similar outcomes were obtained in the experiments using mPHs isolated from mice fed with an alcohol diet (Fig. 4f) or mPHs and AML-12 cells treated with alcohol or kynurenine after AhR deletion in vitro (Fig. 4g, h). Additionally, treatment with kynurenine and FICZ inhibited AMPK (Supplementary Fig. 4c), being consistent with the outcomes of alcohol treatment and AhR overexpression (Supplementary Fig. 4d). As expected, chemical modulations of AMPK activity appropriately changed p-ULK1 levels in the cells treated with alcohol (Supplementary Fig. 4e), as shown previously^23,24^. Likewise, alcohol treatment decreased p-ULK1 level, which was reversed by AhR deficiency (Supplementary Fig. 4f). These data confirmed that AhR-dependent inhibition of AMPK decreases ULK1 activation. Altogether, our results strongly suggest that kynurenine-mediated activation of AhR leads to AMPK inhibition upon alcohol exposure.

### Transcriptional induction of *Ppp2r2d* by AhR dysregulates autophagy through AMPK inhibition

To elucidate the molecular mechanisms by which ligand-activated AhR inhibits p-AMPKα, we considered LKB1 as a potential target of AhR but found no effect of AhR on LKB1 (Supplementary Fig. 5a). We thus focused on the AMPK phosphatase. As shown in Supplementary Fig. 5b, PP2A, a heterotrimeric serine/threonine phosphatase consisting of subunits A, B, and C, accounted for most of the serine/threonine phosphatase activity^25^. Particularly, PPP2R2D, PPP2R5C, and PPP2R5D control AMPK phosphorylation by dephosphorylating at T172^26,27^. Therefore, we examined *Ppp2r2d*, *Ppp2r5c*, and *Ppp2r5d* in the liver of alcohol-fed mice and found that *Ppp2r2d*, but not the other phosphatases, was upregulated (Fig. 5a). The ability of alcohol to induce PPP2R2D was confirmed by immunoblotting and immunohistochemistry (Fig. 5b). Further, the direct effect of alcohol on PPP2R2D was confirmed in AML-12 cells (Fig. 5c).

**Fig. 5:**
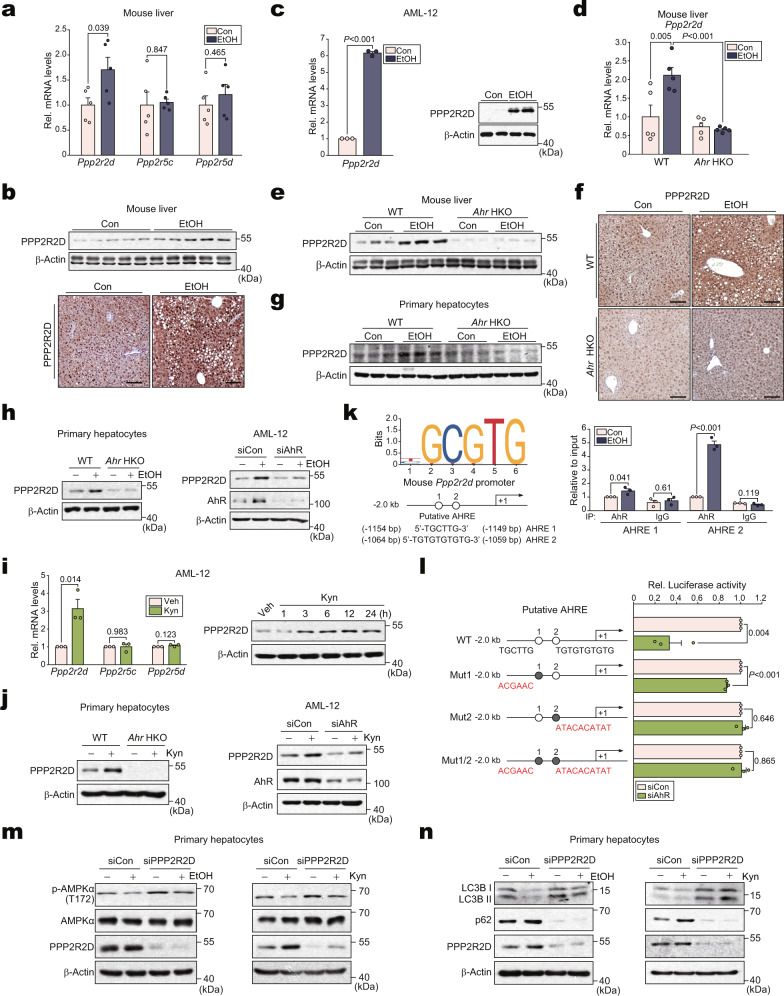
Suppression of autophagy by dephosphorylation of AMPKα through transcriptional induction of *Ppp2r2d* by AhR. **a** qRT-PCR assays for isoforms of PP2A subunit B in the liver of mice fed with Lieber-DeCarli diets for 4 weeks (*n* = 5 each). **b** Immunoblot (upper) or representative immunohistochemical images (lower) for PPP2R2D in the same liver samples as in (**a**) (*n* = 5 each). Scale bar: 100 μm. **c** qRT**-**PCR (left) or immunoblot (right) assays for PPP2R2D in AML-12 cells (100 mM ethanol, 48 h; repeated three times with similar results). **d**–**f** qRT**-**PCR, immunoblot, and immunohistochemical analyses for PPP2R2D (Lieber-DeCarli diet for 5 weeks; *n* = 5 each). Representative images were shown for (**f**). Scale bar: 100 μm. **g** Immunoblot of mPHs isolated from the mice fed as in (**d**) (*n* = 3 each). **h** Immunoblots of PPP2R2D in mPHs (100 mM ethanol, 48 h) or AML-12 cells (siAhR transfection, 48 h; 100 mM ethanol, 24 h) (repeated three times with similar results). **i** qRT-PCR assays (left) or immunoblot (right) for PPP2R2D in AML-12 cells treated with 100 μM kynurenine for 12 h or the indicated times (repeated three times with similar results). **j** Immunoblots for PPP2R2D in mPHs (100 μM kynurenine, 12 h) or AML-12 cells (transfection with siAhR, 24 h; 100 μM kynurenine, 12 h) (repeated three times with similar results). **k** ChIP assays using AhR immunoprecipitates from AML-12 cells (100 mM ethanol for 24 h; IgG immunoprecipitation, a negative control). One-tenth of cross-linked lysates served as the input control (*n* = 3 each). **l** *Ppp2r2d* promoter-reporter assays using WT or Mut reporters in AML-12 cells transfected with siAhR for 24 h (*n* = 3 each). **m** Immunoblots for p-AMPKα in mPHs treated with 100 mM ethanol for 48 h (left) or with 100 μM kynurenine for 12 h (right) after transfection with siPPP2R2D for 24 h (repeated three times with similar results). **n** Immunoblots for autophagy markers using the same samples as in (**m**) (repeated three times with similar results). Values are expressed as means ± SEM. Significantly different compared to Con, WT, Veh, or siCon. Data were analyzed via two-tailed Student’s *t*-test (**a**, **c**, **i**, **k**, **l**) or one-way ANOVA with Tukey HSD (**d**). Source data are provided as a Source Data file.

We next assessed the role of AhR in the alcohol-mediated induction of PPP2R2D using knockout and knockdown models. *Ahr* HKO prevented alcohol from increasing PPP2R2D mRNA and protein levels in the liver or mPHs prepared ex vivo from mice fed with a Lieber-DeCarli diet for 5 weeks (Fig. 5d–g). AhR modulation using gene deletion, small-interfering RNA (siAhR), or overexpression approaches resulted in the expected outcomes in vitro (Fig. 5h and Supplementary Fig. 5c), confirming the key role of AhR in regulating PPP2R2D expression.

Further, we confirmed the effect of kynurenine on the expression of PPP2R2D, confirming that kynurenine treatment facilitated the induction of PPP2R2D in AML-12 cells (Fig. 5i). Similar outcomes were obtained using FICZ (Supplementary Fig. 5d). The key role of AhR in the induction of PPP2R2D by kynurenine was verified using *AhR* knockout and knockdown methods in cells (Fig. 5j).

The JASPAR database was used to validate the transactivating effect of AhR on the target gene, and two putative AhR responsive elements were found within the −2 kb promoter region of *Ppp2r2d* (Fig. 5k, left). Chromatin immunoprecipitation (ChIP) and qRT-PCR assays confirmed that AhR interacted with the DNA elements (Fig. 5k, right). Luciferase reporter assays were used to validate the effect of AhR to transactivate *Ppp2r2d*. As expected, AhR-mediated luciferase expression was abrogated in the assays using a mutant construct, confirming AhR dependency (Fig. 5l).

Having identified the induction of *Ppp2r2d* by AhR, we next examined the role of PPP2R2D in alcohol-induced AMPK phosphorylation and autophagy dysregulation. PPP2R2D knockdown abrogated the inhibitory effect of alcohol on AMPK in mPHs or AML-12 cells (Fig. 5m, left and Supplementary Fig. 5e, left). Similar outcomes were obtained in the experiment using kynurenine (Fig. 5m, right and Supplementary Fig. 5e, right). In contrast, PPP2R2D overexpression yielded the opposite results (Supplementary Fig. 5f). Moreover, autophagy was suppressed by PPP2R2D in hepatocytes, as indicated by changes in LC3B cleavage and p62 expression (Fig. 5n and Supplementary Fig. 5g, h). In the assays using adenoviral mCherry-GFP-LC3, the inhibition of autophagy flux in mPHs by either alcohol or kynurenine was notably attenuated by siPPP2R2D transfection (Supplementary Fig. 5i). By the same token, treatment with IDO/TDO2 inhibitors diminished ethanol effects on the identified targets in the experiment using mPHs isolated from mice fed with an alcohol diet (Supplementary Fig. 5j). Together, our results indicate that kynurenine-mediated activation of AhR enhanced by alcohol promotes transcriptional induction of *Ppp2r2d*, and thus autophagy might be dysregulated by the resulting AMPK inhibition.

### AhR ablation improves fat catabolism and alcoholic fatty liver via mitochondrial fuel consumption

Alcohol consumption causes fat accumulation in hepatocytes and liver damage^5^, as verified by our experiments (Supplementary Fig. 6a–d). To address the impact of AhR activation on alcoholic fatty liver, we examined the hepatic fat contents in WT and *Ahr* HKO mice fed with a Lieber-DeCarli alcohol diet. AhR ablation almost entirely prevented excess neutral fat accumulation, as indicated by changes in histopathology, Oil Red O staining, and hepatic or serum triglyceride (TG) contents (Fig. 6a, b). Alcohol treatment to *Ahr* HKO mice did not change the liver weight compared to WT control, but alcohol-induced increases in the liver to BW ratios were attenuated in *Ahr* HKO mice (Supplementary Fig. 6e) and the level of liver injury markers in blood returned to normal (Supplementary Fig. 6f).

**Fig. 6:**
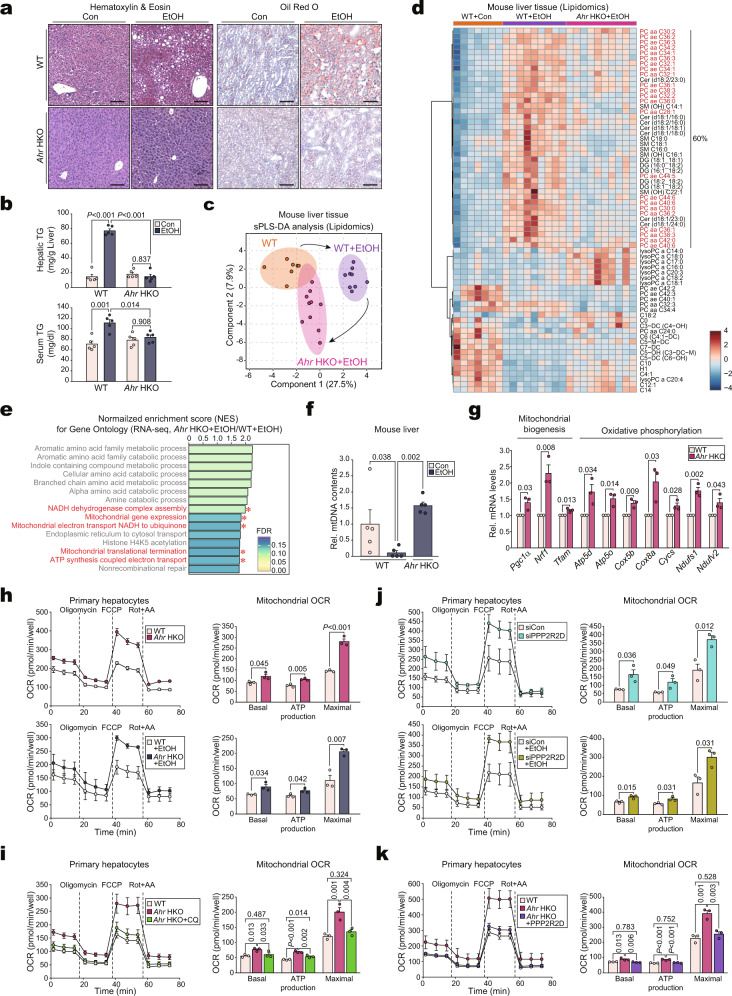
The alteration of lipid catabolism and mitochondrial function in *Ahr* HKO and of mitochondrial respiration by hepatic ablation of either AhR or PPP2R2D. **a** Representative H&E (left) or oil red O (right) staining in the liver of mice fed with Lieber-DeCarli diets for 5 weeks (*n* = 5 each). Scale bar: 100 μm. **b** Hepatic (upper) or serum (lower) TG contents in the same mice as in (**a**) (*n* = 5 each). **c** sPLS-DA score plot based on the lipidomics data using mice fed as in (**a**) (*n* = 7, 9, 10 mice). **d** Heatmap and hierarchical correlation analyses using the same data as in (**c**) (*n* = 7, 9, 10 mice; FDR <0.01; darker blue, stronger downregulation; darker red, stronger upregulation). **e** Bar graphs based on Gene Ontology analysis using the same data as in Fig. 4a (*n* = 3 each). NES and FDR are presented as bar graphs (NES >1.75, FDR <0.25). The pathways associated with mitochondrial function were highlighted in red. **f** Quantification of mtDNA content. The copy number ratio of mitochondrial/nuclear DNA was assessed by qRT-PCR assays for *mt-COXI* and *nRIP140* using total DNA samples isolated from the same mice as in (**a**) (*n* = 5 each). **g** qRT-PCR assays for transcripts associated with mitochondrial function in mPHs isolated from WT or *Ahr* HKO mice (*n* = 3 each). **h**–**k** OCRs in mPHs. The OCRs of basal, ATP production (via oligomycin addition), maximal (with FCCP), and non-mitochondrial respiration (with rotenone + antimycin A [Rot + AA]) were determined using an XFp Extracellular Flux Analyzer. Real-time triplicate readings (left) and calculated mitochondrial respiration rates (right) are shown (*n* = 3 each). mPHs were treated with control (upper) or 100 mM ethanol (lower) for 24 h (**h**); mPHs were treated with 10 μM CQ for 24 h (**i**); the mPHs were either untreated (control) (upper) or treated with 100 mM ethanol (lower) for 24 h after transfection with siPPP2R2D (or siCon) for 24 h (**j**); and mPHs were transfected with PPP2R2D plasmids for 24 h (**k**). The OCRs were normalized to the cell counts. Values are expressed as means ± SEM. Significantly different compared to Con or WT. Data were analyzed via one-way ANOVA with Tukey HSD (**b**, **k**), one-way ANOVA with LSD (**f**, **i**), or two-tailed Student’s *t*-test (**g**, **h**, **j**). Source data are provided as a Source Data file.

Based on the known effect of autophagy dysregulation on fat accumulation coupled with our findings regarding the regulatory role of AhR in lipid metabolism^28^, we next performed lipidomic analysis and found a distinct separation of lipid metabolites composition among the WT, WT + alcohol, and *Ahr* HKO + alcohol groups, as demonstrated by our PCA results (Fig. 6c). The lipidomics heatmap indicated that alcohol treatments clearly increased the levels of C28-C44 saturated/unsaturated phosphatidylcholines; and of sphingolipids including saturated/unsaturated C14-C22 ceramides and saturated/unsaturated C16-C22 sphingomyelins, which comprised 60% among the lipids significantly affected. AhR ablation prevented alcohol from increasing most of the phosphatidylcholines and sphingolipids levels as well as those of diacyl glycerides (Fig. 6d). Moreover, *Ahr* HKO enhanced C14-C20 saturated/unsaturated lysophosphatidylcholines, suggestive of phosphatidylcholine chain cleavage and the resultant fatty acid utilization. RNA-seq assays were further conducted using the same diet models. Notably, “Obesity up” was the most highly upregulated among the NADLER pathways (Supplementary Fig. 6g). In BODIPY staining assays, ablation of AhR decreased lipid droplets under alcohol conditions, which was reversed by chloroquine treatment (Supplementary Fig. 6h). Collectively, these results suggest that AhR deficiency prevents alcohol-induced disruption of lipid metabolism via autophagy regulation.

We had previously demonstrated a link between autophagy-dependent lipid catabolism and mitochondrial function^29^. Therefore, pathway analyses were conducted using an RNA-seq dataset. Among the top 15 KEGG pathways, AhR ablation upregulated the pathways related to mitochondrial function, NADH dehydrogenase assembly, and electron transport (Fig. 6e and Supplementary Fig. 6i), being consistent with the changes in phosphatidylcholines and sphingolipids contents. 

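On the ethanol diet, a list of 76 nuclear genes for subunits of the respiratory chain and ATP synthase had a mean log2 FC 0.30 above that of the other genes in *Ahr* HKO against WT livers (adjusted *P* = 2.45e-12, camera). Of these genes, 73 were higher in *Ahr* HKO on log2 CPM. The normalized enrichment score of the list was 1.72 (adjusted *P* = 0.00999). With a correlation between genes estimated from the list, the adjusted *P* value was 0.43. An unadjusted *P* value under 0.05 was reached by 36 genes. An adjusted *P* value under 0.05 was reached by 1 gene over all tested genes and by 2 over the list alone. That gene was *Ndufb3* (Entrez 66495, chromosome 1, 58586397 to 58595964), which rose from 38.1 ± 0.386 to 58.8 ± 4.81 CPM, a log2 FC of 0.63 (SE 0.0932, adjusted *P* = 0.0393, edgeR) whose adjusted *P* value exceeded 0.05 in 5 of the 6 fits that left out a liver. A list of 78 mitochondrial ribosome genes had a mean log2 FC 0.20 above the other genes (adjusted *P* = 6.39e-05, camera) and a normalized enrichment score of 1.77 (adjusted *P* = 0.00644), with 64 genes higher. None of these 78 had an adjusted *P* value under 0.05, and 14 had an unadjusted *P* value under 0.05.
In limma on log2(FPKM + 1) without quantile normalization, the median log2 FC of all genes was lower by 0.141 than in edgeR. There, 37 of the 76 respiratory chain genes were above 0 and 67 were above the median of all genes. Of the 78 mitochondrial ribosome genes, 15 were above 0 and 49 above the median of all genes. Among 10000 random lists of 76 genes matched to the respiratory chain genes in length, GC content and mean expression, a share of 0.13 had a mean log2 FC as large as the 0.218 of the respiratory chain genes, and the median of the random lists was 0.141. On the control diet the respiratory chain list pointed the other way, with a mean difference of -0.14 between *Ahr* HKO and WT (adjusted *P* = 0.00236, camera, 5 of 76 genes higher). For ethanol against the control diet in WT it was -0.01 (adjusted *P* = 0.774, camera, 41 of 76 genes higher). From the KEGG gene sets, the paper states that loss of AhR upregulated pathways of mitochondrial function and electron transport and relates this to changes in lipid contents.

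**Figure D2:**
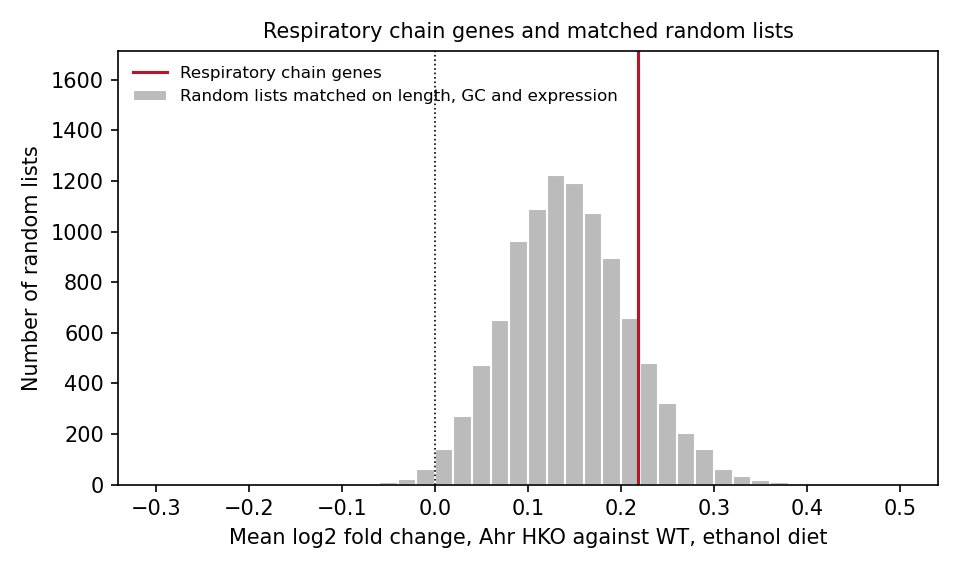
Number of random gene lists (vertical axis) by mean log2 FC of *Ahr* HKO against WT on the ethanol diet (horizontal axis), for 10000 lists matched to the respiratory chain genes in length, GC content and expression. The line marks the respiratory chain genes at 0.218, matched or exceeded by a share of 0.13 of the random lists, and without quantile normalization of FPKM 37 of the 76 genes are above 0 and 67 above the median of all genes.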

Likewise, alcohol treatment significantly decreased mitochondrial DNA contents, which was reversed by AhR deficiency (Fig. 6f). We also measured the levels of transcripts encoding for mitochondrial biogenesis- and respiratory chain-associated proteins. *Ahr* HKO enhanced all of the mRNAs in mPHs (Fig. 6g). Finally, we monitored hepatic lipid metabolism and mitochondrial function by flow cytometry using Nile red and Rhodamine 123^30,31^. AhR overexpression increased Nile red staining intensity while decreasing Rhodamine fluorescence (Supplementary Fig. 6j). Therefore, our data indicated that AhR promotes excess lipid accumulation and mitochondrial dysfunction.

Fuel production by autophagy is linked to mitochondrial oxygen consumption^14^. Finally, to understand the roles of AhR and PPP2R2D on mitochondrial fuel oxidation, we assessed oxygen consumption rates (OCRs) in mPHs. OCRs were significantly increased in mPHs isolated from *Ahr* HKO mice compared with WT (Fig. 6h, upper). Alcohol exposure diminished mitochondrial OCRs in mPHs (Supplementary Fig. 6k), being consistent with previous findings that ethanol inhibits mitochondrial respiration^32^. As expected, AhR ablation prevented alcohol from decreasing OCRs (Fig. 6h, lower). Moreover, chloroquine treatment completely reversed the OCR-promoting effect of AhR ablation (Fig. 6i), suggesting autophagy-mediated beneficial effects of AhR deficiency. Moreover, knockdown of PPP2R2D promoted mitochondrial OCRs (Fig. 6j, upper) and this effect was also observed in alcohol-exposed mPHs (Fig. 6j, lower). Additionally, PPP2R2D transfection abrogated the OCR-promoting effect of *Ahr* HKO (Fig. 6k), confirming that AhR-mediated regulation of OCRs in mitochondria is largely dependent on PPP2R2D and autophagy.

To validate the outcomes in a more severe alcohol model, we employed an NIAAA (chronic-binge feeding) mouse model, and confirmed similar changes in AhR, CYP1A1, IDO, and TDO2 levels (Supplementary Fig. 7a–c). Ablation of AhR also blunted the basal and alcohol-inducible expression of PPP2R2D with appropriate changes in p-AMPK and autophagy marker levels (Supplementary Fig. 7d–f). Consistently, deletion of AhR in hepatocytes not only ameliorated lipid accumulation elicited by chronic-binge alcohol feeding, but also improved histopathological features (Supplementary Fig. 7g, h). Likewise, we confirmed changes in the liver to BW ratios and liver injury blood markers (Supplementary Fig. 7i, j). Altogether, these findings strengthen the functional role of AhR in regulating the PPP2R2D-AMPK axis and the resultant autophagy pathway in alcoholic liver disease.

### The identified AhR targets correlate with autophagy markers in patients

Finally, we analyzed liver specimens from patients with ALD. Histological analysis of the liver showed an increase in hepatic steatosis in ALD patients compared to the control group without ALD (Supplementary Fig. 8a). Additionally, *CYP1A1*, *PPP2R2D*, and *IDO* transcript levels were elevated in ALD patients (Fig. 7a). *CYP1A1* transcript levels were positively correlated with *PPP2R2D* (Fig. 7b). Immunoblotting analyses further confirmed the changes in the corresponding gene products along with decreases of p-AMPKα and autophagy markers in the patients (Fig. 7c). Further, the levels of p62 and IDO, but not TDO2, were increased. The outcomes were confirmed via immunohistochemistry (Fig. 7d). Additionally, AhR intensities were positively correlated with PPP2R2D in the patients, whereas *CYP1A1* and p-AMPKα levels were inversely correlated (Supplementary Fig. 8b). Likewise, CYP1A1 and PPP2R2D were negatively associated with autophagy (Fig. 7e).

**Fig. 7:**
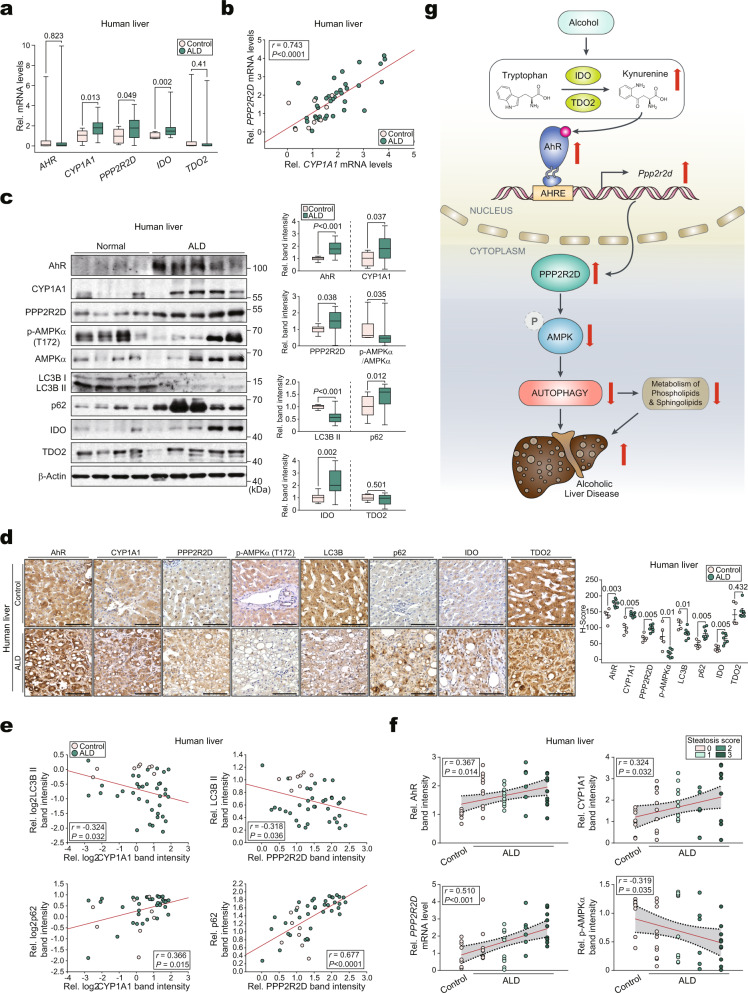
Analyses of identified AhR targets in the livers of ALD patients. **a** qRT-PCR assays for *AHR* or other identified targets in the liver biopsy samples from ALD patients (control: *n* = 8, ALD: *n* = 36). Data values in box-and-whisker plots indicate median (mid-line), boxes indicating the Q1 and Q3 ranges, and the whiskers as minimum and maximum values. **b** Correlations between *CYP1A1* and *PPP2R2D* using the same data as in (**a**). Each point represents one sample (control: *n* = 8, ALD: *n* = 36). **c** Immunoblots of the newly-identified AhR targets or autophagy markers using the same human samples as in (**a**) (left) and their quantifications (right) (control: *n* = 8, ALD: *n* = 36). Data values in box-and-whisker plots indicate median (mid-line), boxes indicating the Q1 and Q3 ranges, and the whiskers as minimum and maximum values. **d** Representative immunohistochemical images of the newly-identified targets or autophagy markers in the liver specimens from ALD patients (*left*) (control: *n* = 5, ALD: *n* = 7) and their H-scores (right). Scale bar: 100 μm. **e** Correlations between CYP1A1 (or PPP2R2D) and autophagy markers using the same data as in (**c**). Each point represents one sample (control: *n* = 8, ALD: *n* = 36). **f** Linear regression analysis between histologic steatosis score (0–3) and expression level of AhR (RMSE = 0.544), CYP1A1 (RMSE = 0.981), *PPP2R2D* (RMSE = 0.932), or p-AMPKα (RMSE = 0.448) using the same data as in (**a**) or (**c**). The red line is the regression line, and the gray area between the black dotted lines indicates the 95% confidence intervals of the fit. Each point represents one sample (control: *n* = 8, ALD: *n* = 36). **g** Proposed scheme illustrating the mechanism by which alcohol overexpression of AhR dysregulates autophagy in hepatocytes. Values are expressed as means ± SEM. Significantly different compared to Control. Data were analyzed by two-tailed Student’s *t*-test (part of both **a** and **c**), two-tailed Mann–Whitney test (part of both **a** and **c** and **d**), two-tailed Pearson correlation (**b**, part of **e**, and **f**), or two-tailed Spearman correlation (part of **e**). Source data are provided as a Source Data file.

Furthermore, AhR, CYP1A1, and *PPP2R2D* expression in ALD patients increased with decreases in p-AMPKα as histological steatosis scores worsened (Fig. 7f). Similar results were obtained depending on fibrosis stages (Supplementary Fig. 8c). Additionally, plasma γ-glutamyl transferase (GGT) activities were considerably higher in ALD patients than in control without ALD participants (303.5 ± 50.71 vs. 50.63 ± 19.74 IU/L, *P* = 0.001) (Supplementary Table 1), and the identified target levels (IDO, AhR, *PPP2R2D*, and p-AMPKα/AMPKα) were significantly correlated with those of GGT (Supplementary Fig. 8d). Therefore, we concluded that AhR dysregulates autophagy flux in ALD patients through the PPP2R2D-AMPK axis, thereby exacerbating hepatic lipid accumulation and hepatocyte injury (Fig. 7g).

## Discussion

In this study, we demonstrate that the metabotropic activation of AhR is mediated by kynurenine, a metabolite generated by IDO and TDO, and is affected by repetitive alcohol treatments. The outcomes of RNA-seq analyses and in vivo or in vitro-based approaches clearly show that alcohol intake causes kynurenine-dependent overexpression of AhR. Our analyses also confirmed significant increases of kynurenine in both the liver and serum and activation of the AhR signaling network, supporting that increase of kynurenine by alcohol stimulates AhR and its downstream cascades in hepatocytes. The transcriptomic and metabolomic analyses thus enabled us to extract a cluster of genes associated with lipid metabolism, as confirmed by changes in the experimental lipidomics assays. The AhR acts through AHRE DNA elements, activating or repressing target genes, which include CYP1A1 and Nrf2^33,34^. In contrast to our finding showing an AhR-mediated deleterious effect of alcohol, others insisted that high productions of bacterial indoles, as tryptophan metabolites, might be associated with improvement of hepatic injury^9,35^. So, there exist differential roles of AhR in ALD progression, especially in association with environmental factors such as pollutants affecting hepatic enzymes responsible for ethanol and/or modification of microbiomes^36,37^. Admittedly, the gut-liver axis plays a role in driving the disease^38^. As the gut microbiome is a source of endogenous AhR ligands, the produced AhR ligands may reach the liver via portal blood, affecting liver biology^39^. In mammals, however, >90% of tryptophan is degraded through the hepatic kynurenine pathway^40,41^. So, the liver may play a major role in tryptophan catabolism so that excessively increased kynurenine and the resultant AhR activation in the liver may obscure the intestinal effect. Of the kynurenine-producing enzymes, IDO was shown to be induced by IFN-γ, a cytokine linked to alcohol consumption, in many types of cells, including hepatocytes^42–44^. In other studies, ethanol treatment elevated plasma glucocorticoid and TDO2 activity in the liver^45,46^. So, it seems that IDO and TDO2 levels are regulated through different mechanisms.

Another important finding of our study is that AhR induction and its metabotropic activation by kynurenine causes autophagy inhibition, as strengthened by the results of experiments using *Ahr* HKO animal and hepatocyte models. Moreover, the outcomes of our RNA-seq analyses corroborated the functional roles of AhR and autophagy in hepatocytes in steatosis progression leading to liver dysfunction. These physiological effects of AhR after endogenous ligand binding and its impact on hepatic lipid accumulation are of particular interest in terms of potential therapeutic intervention. The RNA-seq and in vivo/in vitro-based approaches enabled us to identify AMPK as a signaling node for autophagy downstream from AhR, being consistent with our other finding that AhR deficiency prevents alcohol from inhibiting kynurenine activation of AMPK. The autophagic flux can be influenced by the early-stage or late-stage of autophagy via alcohol, although it is still complex and contentious in ALD; Some studies showed elevated levels of LC3 and p62 due to dysfunction of lysosomes^7,47^, whereas others and ours exhibited LC3 decrease in vivo or in vitro^48,49^. In the present study, we confirmed the regulatory roles of AhR and AMPK in p-ULK1, a central player in the early stage of autophagy^23,24^. All together, we carefully surmise that AhR may play a role in the early stage of autophagy.

Phosphatase may be an important target for drug discovery, as in the case of protein phosphatase 2B inhibitors^50,51^. Our results provide evidence of a mechanism wherein AhR induces PPP2R2D, elucidating the role of PPP2R2D in the dephosphorylation of p-AMPKα, which suppresses AMPK-mediated autophagy; consequently, alcohol-induced kynurenine activation of AhR inhibits autophagic flux through the PPP2R2D-AMPK axis. Hence, the AhR-PPP2R2D pathway discovered herein has implications for both hepatic lipid metabolism and mitochondrial function in response to alcohol intake, providing insights into the upstream regulators of alcohol dysregulation of autophagy. Moreover, metabotropic activation of AhR by alcohol led to dysregulation of phospho-/sphingo-lipids metabolism, presumably affecting cell membrane biology and signaling.

Notably, hepatic mitochondrial oxidative function encompasses crucial pathways, including β-oxidation and the respiratory chain, both of which are closely linked to lipid metabolism^52^. Additionally, autophagy inhibitors impair mitochondrial function, as mitochondria are also intimately linked to the process of autophagy^53^. Consequently, alcohol treatments caused drastic alterations in phospho-/sphingo-lipids levels in the liver through AhR, and thus AhR ablation enhanced lysophosphatides, indicative of fat catabolism. The disruption of phospho-/sphingo-lipids by alcohol may also account for liver dysfunction, as indicated by a decrease in mitochondrial respiration along with the suppression of genes encoding for mitochondrial biogenesis and oxidative phosphorylation, which returned to normal after *Ahr* deletion. Particularly, either an autophagy inhibitor or PPP2R2D overexpression reversed the OCR-promoting effects of AhR deletion, corroborating the autophagy-dependent role of AhR and PPP2R2D in OCRs.

Past studies have shown that AhR plays a role in the formation and decomposition of lipids^54,55^. TFEB controls the biogenesis of mitochondria and lipid metabolism by promoting PGC1α^56^ and is transcriptionally regulated by PPARα^57^. Of the many target genes, AhR inhibits hepatic PPARα^58^. Thus, the TFEB pathway might be one of the possible mechanisms underlying the effect of AhR on mitochondria and lipid metabolism in alcohol conditions. AMPK plays a role as a sensor of energy status^20,21^, and thus promotes de novo mitochondrial biogenesis while suppressing lipid accumulation in part by an autophagy-independent manner^23,24^. Given these, in addition to the present finding that AhR interrupts autophagy flux by inhibiting AMPK signaling, we cannot rule out that other autophagy-independent pathways regulated by AhR/AMPK account for ALD improvement.

Our results using the Lieber-DeCarli diet model may have a limitation to understand the pathogenesis of alcoholic hepatitis in clinical situations. Nevertheless, this model and variations mimic different medical settings of fatty liver and associated hepatic alterations^59,60^. Indeed, our results and others show that mice develop a moderate degree of fat accumulation, accompanied by inflammatory responses within one month of alcohol feeding, accounting for certain aspects of the human disease^61,62^. Consistently, the outcomes of this study confirmed the identified targets in patient liver specimens. In addition, our data using the primary hepatocyte culture system supports ethanol-induced hepatic injury; Nonetheless, the outcomes have limitations in understanding ALD-associated cell death and inflammation because of its mild effect.

The expression of CYP1A1, PPP2R2D, IDO, and autophagy flux in human samples were similar to those found in mice, but not AhR or TDO2. Although a substantial increase in the protein level was observed, mRNA levels remained largely unchanged, unlike in mice. This phenomenon could be explained by post-translational modifications of AhR (e.g., ubiquitination and SUMOylation)^63,64^, yet additional studies are required to confirm this notion. In the present study, TDO2 mRNA and protein levels remained largely unchanged in the patients. However, in some human studies, alcohol consumption increased serum and urine kynurenine levels^65–67^, being in line with our hypothesis. Given that the affinity of IDO (Km = 20 μM) is five times higher than that of TDO2 (Km = 100 μM)^68^, it is very likely that the effects of alcohol on kynurenine are mainly due to an increase in IDO level. Moreover, both the steatosis score and GGT significantly correlated with the expression of targets, suggesting that these proteins are associated with lipid accumulation and liver injury.

In summary, we identified the previously uncharacterized role of AhR in interrupting hepatic autophagy via AMPK inhibition, and elucidated PPP2R2D as a mediator of this effect. Our findings provide strong evidence that AhR in hepatocytes activated by kynurenine promotes disease progression by inducing PPP2R2D and impeding AMPK signaling. Further, our results show that hepatocyte-specific deletion of *Ahr* attenuates defective autophagy, hepatic steatosis, and mitochondrial dysfunction with the homeostatic recovery of phospho-/sphingo-lipids levels. These findings provide the concept that hepatocyte-specific inhibition of *Ahr* and its downstream PPP2R2D may hold promise for the treatment of patients suffering from alcohol in the context of autophagy regulation.

## Methods

### Analysis of liver specimens from ALD patients

Liver biopsy samples were obtained from patients with ALD. Written informed consent was obtained from all participants before participating in the research studies. There was no compensation for participants. Studies using human samples were reviewed and approved by the independent Institutional Review Board of the Seoul Metropolitan Government Seoul National University Boramae Medical Center (Seoul, South Korea). The study conformed to the ethical guidelines of the World Medical Association Declaration of Helsinki and was approved by the Institutional Review Board of Seoul Metropolitan Government Seoul National University Boramae Medical Center (IRB No. 16-2013-45). The clinical characteristics of the patients are listed in Supplementary Tables 1–3. Fresh liver tissue samples were obtained from some of the patients with ALD and control (without ALD) were analyzed by qRT-PCR, western blot, and immunostainings. The patients were subdivided and analyzed according to the steatosis score. H-score was calculated using the ImageJ (version 1.53p, NIH image program) software and the IHC profiler plugin. To determine AhR, CYP1A1, PPP2R2D, p-AMPKα, LC3B, p62, IDO, and TDO2 expression in ALD patients, the standard protocol designed by ref*.* 69 was followed. *H*-score was assigned using the formula (1 × (%cells low positive) + 2 × (%cells positive) + 3 × (%cells high positive)), obtaining a value from 0 to 300.

### Animals

The mice were housed at 22 ± 2 °C with a 12-h light/12-h dark cycle and relative humidity of 55 ± 5% under filtered, pathogen-free air, and fed ad libitum (ND, Purina lab, 38057). All mice used were male and had C57BL/6 background. *Ahr*^*fl/fl*^ mice (the Jackson Laboratory, #006203) were crossed with *Alb-Cre* transgenic mice (The Jackson Laboratory) to generate *Ahr* HKO mice. *Ahr*^*fl/fl*^ mice without detectable Cre genes were used as WT littermates. For chronic feeding, mice at the age of 10 to 12 weeks were fed the Lieber-DeCarli diet (Dyets Inc., #710260) with 5% (vol/vol) ethanol (36% ethanol-derived calories) or the isocaloric liquid diet ad libitum for 4 or 5 weeks. For chronic-binge feeding (NIAAA model), mice were fed the control or Lieber-DeCarli diet for 4 weeks and were additionally administered with a single dose of ethanol (5 g/kg body weight; diluted in water (50:50 vol/vol)) by gastric intubation in the early morning twice a week during the 4 weeks Lieber-DeCarli diet feeding. Pair-fed control mice were treated with tap water. The group sizes were chosen based on our experience with alcohol diet models without using a statistical method to predetermine sample size. For the experiment, mice of similar age and weights were randomly subgrouped and subjected to treatments, but the experimenters were not blinded to the genotype of the mice because of the experimental design. Validation of the line was assessed by genotyping genomic DNA from pups isolated from an ear punch of 2-week-old pups using the Maxime™ PCR PreMix (i-Taq) (iNtRON Bio, 25026). PCR primer pairs for genotyping are listed in Supplementary Table 4. Blood and liver samples taken from mice were biochemically and histopathologically analyzed. All animal use and studies were approved by the Institutional Animal Care and Use Committee (IACUC) of the Seoul National University (No. SNU-190515-1) and Dongguk University (No. IACUC-2022-005-1, IACUC-2022-001-1).

### Cell lines and mPHs in vitro/ex vivo

HepG2 (a human hepatocyte-derived cell line, HB-8065) and AML-12 (a mouse hepatocyte-derived cell line, CRL-2254) cells were purchased from American Type Culture Collection (ATCC) (Rockville, Maryland). HepG2 cells were maintained in the DMEM containing 10% FBS, 50 units/ml penicillin, and 50 µg/ml streptomycin. AML-12 cells were cultured in the DMEM/F-12 containing 10% FBS, insulin-transferrin-selenium X (ITSX), dexamethasone (40 ng/ml; Sigma), and the antibiotics. The cells with less than 20 passage numbers were used. mPHs were isolated from C57BL/6 mice under the guidelines of the Institutional Animal Use and Care Committee^70^. Briefly, under anesthesia with Zoletil, the liver was perfused with Ca^2+^-free Hank’s buffered salt solution (Invitrogen, Carlsbad, CA) for 10 min, followed by continuous perfusion with a 0.1% w/v collagenase (type I, Sigma). The whole liver was removed, and minced in PBS. The cell suspension was filtered through the cell strainer (70 μm) and purified with Percoll. Hepatocytes were harvested into collagen-coated plates (5 × 10^5^ cells/well) in Dulbecco’s modified Eagle’s medium (DMEM) containing 10% FBS, 50 units/ml penicillin, and 50 μg/ml streptomycin. Six hours afterward, mPHs are ready for experimental use. For ex vivo experiments, mPHs were isolated from mice fed either a control diet or a Lieber-DeCarli alcohol liquid diet for 5 weeks. Hepatocyte-derived cells and primary hepatocytes were treated with 100 mM ethanol for 48 h (freshly diluted in media), 100 μM kynurenine for 12 h, and 100 nM FICZ for 4 h or for indicated times. To prevent ethanol evaporation during exposure, each culture dish was tightly wrapped with Parafilm.

### Isolation of HSCs and Kupffer cells

Primary HSCs were isolated from male C57BL/6 mice. Briefly, livers were perfused in situ with Ca^2+^-free Hank’s balanced saline solution at 37 °C for 15 min and then perfused with the solution containing 0.05% collagenase and Ca^2+^ for 15 min at a flow rate of 10 mL/min. Perfused livers were minced, filtered through a 70-μm cell strainer (BD Biosciences, Franklin Lakes, NJ), and centrifuged at 50 × *g* for 5 min to separate hepatocytes. The supernatant was centrifuged further at 500 × *g* for 10 min, resuspended in Ficoll plus Percoll (1:10; GE Healthcare), and centrifuged at 1400 × *g* for 17 min. HSCs were collected from the interface. The cells were cultured in Dulbecco’s modified Eagle medium containing 10% fetal bovine serum, 100 U/mL penicillin, and 100 mg/mL streptomycin at 37 °C in a humidified atmosphere containing 5% CO_2_. Kupffer cells were isolated using Optiprep^71^. The nonparenchymal cells are resuspended in 20% Optiprep. HBSS and 11.5% Optiprep were layered on the cell suspension and centrifuged at 1811 × *g* for 17 min. Kupffer cell fraction was obtained from the layer between 20% Optiprep and 11.5% Optiprep.

### RNA-seq analysis

For RNA-seq analysis, liver from the mice of litter and *Ahr* HKO fed either a control diet or Lieber-DeCarli alcohol liquid diet for 5 weeks was used (*n* = 7, 9, 10 mice; three samples randomly selected from each group for RNA-seq analysis, whereas all samples were used for metabolomics analysis). Total RNA concentration was calculated by Quant-IT RiboGreen (Thermo Fisher Scientific, R11490). To assess the integrity of the total RNA, samples were run on the TapeStation RNA screen tape (Agilent Technologies, 5067-5576). Only high-quality RNA preparations, with RIN >7.0, were used for RNA library construction. A library was independently prepared with 1 μg of total RNA for each sample by TruSeq Stranded mRNA LT Sample Prep Kit. The first step in the workflow involved purifying the poly-A-containing mRNA molecules using poly-T-attached magnetic beads. Following purification, the mRNA was fragmented into small pieces using divalent cations under elevated temperatures. The cleaved RNA fragments were copied into first-strand cDNA using SuperScript II reverse transcriptase (Invitrogen, 18064014) and random primers. This was followed by second-strand cDNA synthesis using DNA Polymerase I, RNase H and dUTP. These cDNA fragments then went through an end repair process, the addition of a single “A” base, and then ligation of the adapters. The products were then purified and enriched with PCR to create the final cDNA library. The libraries were quantified using KAPA Library Quantification Kits for Illumina Sequencing platforms according to the qRT-PCR Quantification Protocol Guide (Kapa Biosystems, KK4854) and qualified using the TapeStation D1000 ScreenTape (Agilent Technologies, 5067-5582). Indexed libraries were submitted to an Illumina NovaSeq 6000 (Illumina, Inc.), and the paired-end (2 × 100 bp) sequencing was done by Macrogen Incorporated. For RNA-seq analysis, the raw “fragments per kilobase million (FPKM)” values were processed and normalized by logarithm and quantile normalization method. DEGs were selected as the genes with adjusted *P* value <0.05 or 0.25, or *P* value <0.05 with FC >1.5 or 2. False discovery rate (FDR) was controlled by adjusted *P* value and *P* value was derived from modified fisher’s exact test. Heatmap and hierarchical correlation analysis, PCA, hierarchical clustering with Pearson’s correlation, and volcano plot of the DEGs were analyzed using R software 3.6.2. Statistically enriched signaling pathways of clustered DEGs were ranked and categorized according to the KEGG pathway using the KEGG database (http://www.genome.jp/kegg/). “WikiPathways”, “KEGG”, “REACTOME”, “Gene Ontology”, and “NADLER” from Molecular Signature Database (MSigDB v7.4, http://software.broadinstitute.org/gsea/msigdb) and GSEA leading-edge analysis was employed using GSEA 4.1.0 software with the “Signal2Noise” metric to generate a ranked list and a “gene set” permutation type. FDR was used for statistical significance assessment of normalized enrichment score (NES). The criterion for statistical significance was set at FDR <0.25. The heatmap represents the respective leading-edge subsets of the most upregulated genes. The raw transcriptome data have been deposited in the Gene Expression Omnibus (GEO) under the accession code GSE179398.

### GSEA

Transcriptome data from mice fed on a Lieber-DeCarli alcohol liquid diet for 4 weeks from GEO (https://www.ncbi.nlm.nih.gov/geo/) (GSE40334) were analyzed using GSEA 4.1.0 software. “KEGG” from MSigDB (http://software.broadinstitute.org/gsea/msigdb) v7.4 and GSEA leading-edge analysis was employed using GSEA 4.1.0 software. FDR was used for the statistical significance assessment of NES. Gene sets with FDR <0.25 were considered statistically significant.

### Metabolomics and lipidomics analysis

Targeted metabolomics of liver or serum samples from the mice of litter and *Ahr* HKO fed either a control diet or Lieber-DeCarli alcohol liquid diet for 5 weeks (*n* = 7, 9, 10 mice) was performed using tandem mass spectrometry with the Biocrates MxP® Quant 500 Kit (Biocrates, Innsbruck, Austria). The MxP® Quant 500 kit has been developed to quantify 630 endogenous metabolites and lipids belonging to 26 biochemical classes. The MxP Quant 500 kit combines liquid chromatography-tandem mass spectrometry (LC-MS/MS) of 13 compound classes, basically, amino acids, amino acid derivatives, small molecules, and free fatty acids, followed by flow injection analysis tandem mass spectrometry (FIA-MS/MS) of 12 lipid classes and hexoses, using a 5500 QTRAP® instrument. Briefly, a 96-well-based sample preparation device was used to quantitatively analyze the metabolite profile in the samples. This device consists of inserts that have been spotted with internal standards, and a predefined sample amount was added to the inserts. Next, a phenylisothiocyanate solution was added to derivatize some of the analytes (e.g., amino acids), and after the derivatization was completed, the target analytes were extracted with an organic solvent, followed by a dilution step. The obtained extracts were then analyzed by FIA-MS/MS and LC-MS/MS methods using multiple reaction monitoring (MRM) to detect the analytes. Data were quantified using appropriate MS software (version window 10, Sciex Analyst®) and imported into Biocrates MetIDQ™ software (version Oxygen; Biocrates Life Sciences AG, Innsbruck, Austria) for calculating analyte concentrations, data assessment, and compilation. Metabolic analyses were done using the Metaboanalyst function Metabolite Set Enrichment Analysis (MSEA, version 4.0) and R software 3.6.2. sPLS-DA, heatmap, and Pearson’s correlation was performed using R software 3.6.2. Metabolites with adjusted P values less than 0.05 or 0.01 were selected. FDR was controlled by the adjusted *P* value. Raw data are provided in Supplementary Data 1.

### Materials

Antibodies to p-Thr^172^-AMPKα (2535, RRID:AB_331250, dilution 1:10000, clone: 40H9), AMPKα (2532, RRID:AB_330331, dilution 1:10000), LKB1 (3047, RRID: AB_2198327, dilution 1:10000, clone: D60C5), p-Ser^428^-LKB1 (3482, RRID: AB_2198321, dilution 1:10000, clone: C67A3), ULK1 (8054, RRID: AB_11178668, dilution 1:10000, clone: D8H5), p-Ser^555^-ULK1 (5869, RRID: AB_10707365, dilution 1:10000, clone: D1H4), and Lamin A/C (2032, RRID:AB_2136278, dilution 1:10000) were from Cell Signaling (Danvers, MA, USA). Anti-CYP1A1 (13241-1-AP, RRID: AB_2877928, dilution 1:5000), anti-IDO (13268-1-AP, RRID: AB_2123444, dilution 1:5000), and anti-TDO2 (15880-1-AP, RRID: AB_2827610, dilution 1:5000) were from Proteintech (Rosemont, IL, USA). Antibodies directed against IDO (MAB5412, RRID: AB_2123547, dilution 1:5000, clone: 10.1), LC3B (L7543, RRID: AB_796155, dilution 1:1000), β-Actin (A5441, RRID: AB_476744, dilution 1:10000, clone: AC15), l-kynurenine (K8625), chloroquine (CQ, C6628), 1-methyl-l-tryptophan (1-MT, 447439), 680C91 (SML0287), and 5-aminoimidazole-4-carboxamide 1-β-d-ribofuranoside (AICAR, A9978) were supplied from Sigma (St. Louis, MO, USA). Anti-AhR antibodies (MA1-514, RRID: AB_2273723, dilution 1:5000, clone: RPT1; MA1-513, RRID: AB_2223958, dilution 1:5000, clone: RPT9) were purchased from Invitrogen (Carlsbad, CA, USA). Anti-PPP2R2D (GTX116609, RRID: AB_10615217, dilution 1:5000, clone: N2C3) was supplied from GeneTax (Irvine, CA, USA), whereas anti-LC3B (NB100-2220, RRID: AB_10003146, dilution 1:1000) antibody was from Novus Biologicals (Littleton, CO, USA). Antibody against p62 (H00008878-M01, RRID: AB_437085, dilution 1:10000, clone: 2C11) was purchased from Abnova (TPE, Taiwan). Antibody to normal mouse IgG (sc-2025, RRID: AB_737182, dilution 1:1000) was supplied from Santa Cruz Biotechnology (Santa Cruz, CA, USA). 6-Formylindolo 3, 2-b carbazole (FICZ, BML-GR206-0100) was supplied from Enzo Life Science (Farmingdale, NY, USA). As secondary antibodies, horseradish peroxidase-conjugated goat anti-rabbit IgGs (G21234, RRID: AB_1500696, dilution 1:10000) and goat anti-mouse IgGs (G21040, RRID: AB_2536527, dilution 1:10000) were purchased from Invitrogen (Carlsbad, CA).

### Histological analysis

#### Hematoxylin & eosin staining and immunohistochemistry

Mouse liver tissues were fixed in 10% formalin, embedded in paraffin, cut into 4 µm thick sections, and were mounted on slides. Tissue sections were stained with Hematoxylin & Eosin for morphology analysis. Tissue sections were immunostained with antibodies directed against AhR, CYP1A1, LC3B, p62, IDO, TDO2, p- Thr^172^AMPKα, and PPP2R2D. Mouse liver samples were fixed and immediately frozen with liquid nitrogen‐cooled isopentane after dissection and were sectioned on a cryostat microtome for immunofluorescence. Immunofluorescence staining was done using antibodies specific to AhR and CYP1A1 with DAPI. Tissues were imaged with an Eclipse Ti-U inverted microscope equipped with a DS-F1i digital microscope camera in conjugation with NIS-Elements F software (version 4.0, Nikon, Tokyo, Japan).

#### Oil Red O staining

Cryosections of snap-frozen liver were stained with an Oil Red O stain kit (ScyTek, ORK-1-IFU) for neutral TG and lipid analyses.

### Transmission electron microscopy (TEM)

The liver was fixed in Karnovsky’s fixative immediately after isolation. Samples were then post-fixed by 1% osmium tetraoxide in 0.05 M sodium cacodylate buffer. After overnight incubation with 0.5% uranyl acetate, the samples were dehydrated in ethanol and propylene oxide and polymerized in Spurr’s resin at 70 °C. The observation was performed by the National Instrumentation Center for Environmental Management at Seoul National University. The images were taken using a JEM-1010 transmission electron microscope (JEOL, Japan).

### Blood chemistry

ALT activity, AST activity, and TGs levels were analyzed using Spectrum, an automatic blood chemistry analyzer (Abbott Laboratories, Abbott Park, IL).

### Hepatic TGs measurement

A fraction of mouse liver (0.5 g) was homogenized in 0.1 M Tris-acetate buffer (pH 7.4) containing 0.1 M potassium chloride and 1 mM EDTA. Six volumes of chloroform/methanol (2:1) were added. After vigorous stirring, the mixtures were incubated on ice for 1 h and then centrifuged at 800 × *g* for 3 min. The resulting lower phase was aspirated. The TG content was determined using Sigma Diagnostic Triglyceride Reagents (Sigma)^72^. In the NIAAA mice model, TG levels were analyzed with a Triglyceride Quantification Kit (Abcam, ab65336) according to the manufacturer’s instructions.

### RNA isolation and qRT-PCR assays

Total RNA was extracted using TRIzol (Invitrogen, Carlsbad, CA, USA), and was reverse transcribed^73^. qRT-PCR was carried out using ABI Step One Plus Real-Time PCR System and 48-well optical reaction plates (Applied Biosystems, Foster City, CA, USA). Gapdh, 18 S RNA, and β-Actin were used as a normalized control. Gene expression was assessed by qRT-PCR analysis using the primers shown in Supplementary Table 5.

### ChIP assay

AML-12 cells were exposed to 100 mM ethanol for 24 h, and then formaldehyde was added to the cells to a final concentration of 1% for cross-linking of chromatin. The ChIP assay was performed according to the EZ-ChIP assay kit protocol (Upstate Biotechnology, Lake Placid, NY, USA). qRT-PCR was done using the primers flanking putative AhR binding sites located in the promoter region of the mouse *Ppp2r2d* gene. IgG immunoprecipitation represents negative control. The primer sequences used for the qRT-PCR analysis are listed in Supplementary Table 5.

### Flow cytometry

HepG2 cells were exposed to 300 μM oleic acid for 24 h after transfection with AhR plasmid for 48 h, and the cells were harvested by trypsinization. After washing with PBS, the cells were stained with 30 nM Nile Red or 0.05 μg/ml Rhodamine 123 for 30 min in cell culture media containing 20% FBS. In each analysis, 20,000 gated events were recorded. The fluorescence intensity in the cells was assessed using the FACS Calibur II flow cytometer and the CellQuest^TM^ Pro software (version 6.0, BD Biosciences, San Jose, CA, USA). A schematic representation of the gating strategy can be found in Supplementary Fig. 9.

### Autophagic flux assays using adenoviral construct

Mouse primary hepatocytes were infected with adenovirus encoding a red fluorescent protein-green fluorescent protein-microtubule-associated protein light chain 3 (Ad-mcherry-GFP-LC3) in DMEM containing 10% FBS for 12 h. After the experiments, the cells were fixed with paraformaldehyde for 30 min, followed by samples being collagen-coated coverslips slipped with a mounting medium. After incubation, the samples were examined using a laser-scanning confocal microscope (Nikon, Eclipse Ti-U/ Yokogawa, CSU-X1, Japan).

### Immunoblot analysis

Cells were centrifuged at 3000 × *g* for 3 min and allowed to swell after the addition of lysis buffer in ice for 30 min. The lysates were centrifuged at 10,000 × *g* for 10 min to obtain supernatants. Proteins were separated by 7.5%, or 15% SDS-polyacrylamide gel electrophoresis and were transferred onto nitrocellulose membranes (Millipore, Bedford, MA). The membrane was blocked with 5% non-fat dried milk in Tris-buffered saline and Tween 20 (TBST) (20 mM Tris-HCl, 150 mM NaCl, and 0.1% Tween 20, pH 7.5) for 1 h, and incubated overnight with primary antibodies at 4 °C. After washing with TBST buffer, membranes were incubated with a horseradish peroxidase-conjugated anti-rabbit or -mouse IgG secondary antibody for 1 h at room temperature. The protein bands were visualized using an enhanced chemiluminescence system (GE Healthcare, Buckinghamshire, UK). Equal loading of samples was verified by immunoblotting for β-Actin or Lamin A/C. Quantifications were done by scanning densitometry of the immunoblots and β-Actin or Lamin A/C normalization.

### Cellular respiration assays

OCRs were measured in mPHs according to the manufacturer’s recommended protocol of Seahorse XFp Extracellular Flux Analyzer (SeahorseBioscience, MA). The cells were harvested into collagen-coated plates (2 × 10^4^ cells/well) in DMEM containing 10% FBS, 50 units/ml penicillin, and 50 µg/ml streptomycin. One hour before the experiment, cells were washed with an XF assay base medium and placed into a non-CO_2_ incubator maintained at 37 °C before completion of probe cartridge calibration. During the time course of the experiment, the oxygen concentration was measured overtime periods of 3 min at 3-min intervals. The rates of basal, uncoupled (by addition of 2 μM oligomycin), maximal (with 2 μM FCCP, carbonyl cyanide *p*-trifluoromethoxyphenylhydrazone), and non-mitochondrial respiration (with rotenone plus antimycin A, 0.5 μM each) were measured using an XFp Extracellular Flux Analyzer.

### Genomic DNA extraction

Genomic DNA was extracted using AccuPrep® Genomic DNA Extraction Kit (BIONEER, Daejeon, Korea) according to the manufacturer’s recommended protocol. Both *Ahr*^*fl/fl*^-unexcised and *Ahr*^*fl/fl*^-excised alleles were examined by PCR using the primers shown in Supplementary Table 4 and mitochondrial DNA content was measured by qRT-PCR using the primers shown in Supplementary Table 5.

### Preparation of nuclear extracts

Cells were allowed to swell after the addition of hypotonic buffer containing 10 mM HEPES (pH 7.9), 10 mM KCl, 0.1 mM EDTA, 0.5% NP-40, 1 mM DTT, and 0.5 mM PMSF. The lysates were incubated for 10 min on ice and centrifuged at 7200 × *g* for 5 min. Pellets containing crude nuclei were then resuspended in an extraction buffer containing 20 mM HEPES (pH 7.9), 400 mM NaCl, 1 mM EDTA, 10 mM DTT, and 1 mM PMSF fluoride, and were incubated for 30 min on ice. The samples were centrifuged at 15,800 × *g* for 10 min to obtain supernatants.

### Transfection of plasmids and siRNAs

FLAG-AhR and -PPP2R2D expression clones were supplied from GeneCopoeia (Rockville, MD, USA). The empty plasmid, pcDNA3.1, was used for mock transfection. For gene knockdown assays, scrambled control siRNA, and siRNAs specifically directed against AhR (L-044066-00-0005) and PPP2R2D (L-057039-02-0005) were purchased from Dharmacon (Lafayette, CO, USA). The cells were transfected with plasmid and/or siRNA using Lipofectamine 2000 transfection reagent (Invitrogen, Carlsbad, CA, USA) or FuGENE® HD Reagent (Promega, Madison, WI, USA) in accordance with the manufacturer’s procedure.

### Reporter gene assays

The upstream promoter region of the mouse *Ppp2r2d* gene containing up to −2.0 kb was cloned into the pGL3 luciferase vector. A mutation of AHRE in the mouse gene was done by replacing the sequence of putative AhR binding element (5′-TGCGTG-3′) located between −1154 and −1149 bp (Mut1); or between −1064 and −1059 bp (Mut2), respectively. AML-12 cells were transfected with pGL3-*Ppp2r2d* for 24 h with either siCon or siAhR, and luciferase activity was measured by adding a luciferase assay reagent (Promega, Madison, WI).

### Statistical analysis

Values are expressed as means ± standard error of the mean (SEM). Statistical significance was tested using a two-tailed Student’s *t*-test, Mann–Whitney test, or one-way ANOVA with Tukey’s Honestly Significant Difference (Tukey’s HSD) or least significant difference (LSD) multiple comparisons (more than two groups) where appropriate. Coefficients of correlation (r) were determined by the Pearson correlation or Spearman correlation method. Differences were considered significant at *P* < 0.05. Statistical analyses were performed using IBM SPSS Statistics 25.0 software or Prism (version 7.0, GraphPad Software). No data were excluded when conducting the final statistical analysis.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The raw transcriptome generated in this study have been deposited in the NCBI’s GEO database under accession code GSE179398. The public transcriptome data used in this study are available in the NCBI’s GEO database under accession code GSE40334^74^. MSigDB v7.4: Gene sets were obtained from MSigDB v7.4 for “WikiPathways”, “KEGG”, “REACTOME”, “Gene Ontology”, and “NADLER”(http://software.broadinstitute.org/gsea/msigdb). The canonical motifs of AhR binding sites (AHRE) were defined from the Jaspar 2018 database (http://jaspar.genereg.net). Enriched KEGG pathways were annotated using the KEGG database (http://www.genome.jp/kegg/). Metabolomics and lipidomics data are provided in Supplementary Data 1. All data supporting the findings of this study are available within the article and its Supplementary Information files. Any other data, mouse lines, and materials generated or used in this study are available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Induction of the hepatic aryl hydrocarbon receptor by alcohol dysregulates autophagy and phospholipid metabolism via PPP2R2D
**Source:** Nat Commun. 2022 Oct 14;13:6080. doi: 10.1038/s41467-022-33749-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Metabolomics and lipidomics raw data of mice livers or sera, related to Figure 3, 6 and Supplementary Figure 3.

How the deposited data were processed for this re-analysis (not part of the article)

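RNA-seq of 12 mouse livers was processed, from 4 groups of 3 livers each: WT and *Ahr* HKO mice on the control diet and WT and *Ahr* HKO mice on the ethanol diet, after 5 weeks. The library labels give the genotype, the diet and a replicate number, and name no sequencing batch or date. Groups were formed from these labels alone.

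The authors deposited read counts per gene, which carry no normalization and were whole numbers in every library. The deposited FPKM values are the authors' counts scaled to the length of each gene and to the size of each library, before the logarithm and the quantile normalization that the paper's methods describe. The deposited TPM values are a further scaling by the authors, and their sums per library ranged from 924962 to 987569. TPM entered no result beyond this check. The paper's text does not name the programs for alignment and counting, and reads shared by near-identical genes, as in the *Mup*, *Ugt1a*, *Cyp2a*, *Cyp2b*, *Cyp4a* and *Hist1h2b* families, make single values of those genes uncertain. The table held 24532 genes, of which 17220 had a count in any library. For gene positions, 24462 genes were matched by Entrez identifier to the RefSeq annotation of GRCm38, and 23 tested genes had no position there. None of the 66 pairs of libraries had identical counts.

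The reads counted on genes numbered 46306518 to 74336255 per library. The medians were 49346546 for WT on the control diet, 54344887 for WT on the ethanol diet, 55962649 for *Ahr* HKO on the control diet and 67181702 for *Ahr* HKO on the ethanol diet. The smallest level taken as detectable, 3 counts, corresponds to 0.0404 to 0.0648 CPM. It covers counting error only, because the libraries carry no molecular identifiers. Between replicates of a group the chi-square statistic of the counts per gene was 68 to 310 over the 12317 genes with at least 10 counts in every library, so replicates differed by far more than the sampling noise, and the spread between livers sets the precision. FCs against a group with at most 3 counts in every library are given as lower bounds. These were computed from 3 counts on library totals scaled by the TMM factors, like the CPM of single genes.

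DEGs were called with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr over the 4 groups, which kept 14038 genes. Library sizes were scaled with TMM factors, which ranged from 0.925 to 1.16. Each comparison of a pair of groups was fitted with its own 6 libraries by the quasi-likelihood method, and the interaction of genotype and diet was fitted with all 12. *P* values were adjusted by the Benjamini-Hochberg method over the tested genes. The thresholds of the figure legends were an adjusted *P* value under 0.25 with an FC above 1.5 for ethanol against the control diet in WT, an adjusted *P* value under 0.05 with an FC above 1.5 for the genotypes on the control diet, and an unadjusted *P* value under 0.05 with an FC above 2 for the genotypes on the ethanol diet. An adjusted *P* value under 0.05 with an FC above 1.5 was applied to every pair of groups as well, and the interaction was called at an adjusted *P* value under 0.05 without a minimum FC. Standard errors were derived from the edgeR results, as the size of the log2 FC divided by the square root of its quasi-likelihood F statistic.

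Gene lists were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a correlation between genes of 0.01, with adjustment over the 125 pairs of 25 lists and 5 comparisons. The value given for a list is its mean log2 FC minus that of the other tested genes. Enrichment scores came from fgsea 1.28.0 with the Signal2Noise ranking and 10000 permutations, and the share of list genes among DEGs was tested with a one-sided Fisher's exact test against all tested genes. The lists were written by hand, because the MSigDB, KEGG and REACTOME sets of the paper are not part of the deposited data, so the paper's enrichment scores were not recomputed. PCA and Pearson correlations used quantile-normalized log2(FPKM + 1) of the 13345 genes with an FPKM above 0 in every library, centered and not scaled. Figures were drawn with matplotlib 3.10.9.

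The lists, tests, thresholds, alternatives and the rule for named genes were chosen before the data were examined, except where a choice is said to have been made after values were seen. The genes named were those the paper names, the 5 with the largest increase and the 5 with the largest decrease of each comparison among genes with an adjusted *P* value under 0.05, groups that do not overlap and a mean count of at least 50, and at most 8 members of a tested list with an adjusted *P* value under 0.05.

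The alternatives were the Wald test of DESeq2 1.42.0 with its own size factors, upper-quartile scaling in edgeR, no filter on low counts, a minimum of 10 counts in every library, all 12 libraries in a single fit, the replicate number as a block, limma on log2(FPKM + 1) with and without quantile normalization and on log2(FPKM + 0.1), and the test of each gene named in the Fig. 1 legend on quantile-normalized log2(FPKM + 1). Each liver was also left out in turn. Lists were tested with a correlation between genes estimated from each list, on quantile-normalized log2(FPKM + 1) and by GSEA. PCA and correlations were repeated on log2 CPM, with a pseudocount of 0.1, without quantile normalization and with all genes that had an FPKM above 0 in any library.

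The calls were tested on simulated data. With 200 of 14038 genes changed by a log2 FC of 2, edgeR recovered 199 of them with 15 false calls, DESeq2 recovered 200 with 55 false calls, and limma recovered 196 with 11 false calls. Limma was run there on log2(CPM + 1), so the limma settings on FPKM were not tested. With no gene changed, edgeR made 1 call and DESeq2 made 17. A list of 50 genes shifted by 0.5 had a camera p of 2.07e-20, and an unshifted list had 0.977. The genes were simulated independently of each other, so these values leave out the effect of a correlation between genes. The qRT-PCR, immunoblot, metabolite and lipid measurements of the paper are not part of the deposited table and were left out.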

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

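The tests for female livers, for the male pattern of liver gene expression, for the time of day and for a smaller share of non-hepatocyte cells were chosen only after the result was seen. Numbers of genes that moved up or down in a list were read on log2 CPM, and the alternative scalings were DESeq2, upper-quartile scaling in edgeR and limma on log2(FPKM + 1) with and without quantile normalization.

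The effect of ethanol differed between *Ahr* HKO and WT livers by an interaction test. With an adjusted P value under 0.05, 3137 of the 14038 tested genes had an interaction of genotype and diet, of which 1576 had a larger log2 FC of ethanol in *Ahr* HKO and 1561 a smaller one, and 5105 had an unadjusted P value under 0.05. The division moved with the scaling, with 786 larger and 2608 smaller in limma on log2(FPKM + 1) without quantile normalization. To see how often other groupings of the livers give as many genes, the diet labels of same-numbered livers were exchanged within a genotype, which makes 32 groupings, and 2 of the 32 gave as many genes, the real one included. The other one exchanged all 3 pairs of one genotype and gave 3971 genes. It tests the sum of the ethanol effects of both genotypes, which is an effect of the diet and not of chance. The highest count among the other 30 groupings was 2342, and the median over all groupings but the real one was 0. These exchanges also carry part of the diet effect into the interaction. The share of 2 in 32 is therefore not a clean measure of chance, and the test leaves open how many of the 3137 genes chance would give.

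The interaction also reached the lists that the paper discusses. Its mean difference for the AhR targets was -0.94 (adjusted P = 0.02, camera), with 3 of 16 genes above 0 and an adjusted P value under 0.05 for 4 genes over all tested genes and for 6 over the list. For the respiratory chain genes it was 0.44 (adjusted P = 1.06e-10), with 76 of 76 genes above 0 and 15 and 20 genes past the threshold. For the mitochondrial ribosome genes it was 0.24 (adjusted P = 0.00159), with 60 of 78 genes above 0 and 16 and 16 past the threshold. For the tryptophan list it was 0.67 (adjusted P = 5.08e-05), with 32 of 37 genes above 0 and 13 and 18 past it, and for its kynurenine enzymes 1.00 (adjusted P = 0.000356), with 10 of 11 genes above 0 and 6 and 8 past it. For the autophagy list it was 0.27 (adjusted P = 0.00969), with 43 of 61 genes above 0 and 17 and 18 past it. A mean difference as large came from 11 of the 32 groupings for the AhR targets, 4 for the respiratory chain genes, 4 for the mitochondrial ribosome genes and 7 for the tryptophan list. The exchanges carry the effect of the diet into the interaction, and with all 3 pairs of one genotype exchanged the AhR targets had a mean difference of 2.1 in size, so for lists that ethanol changes these numbers are no measure of chance alone and chance is left open. For the autophagy list and for the kynurenine enzymes 1 of the 32 groupings each, the real one, gave a mean difference as large. Without quantile normalization of FPKM, the interaction of the median gene was lower by 0.14 than in edgeR. There, 29 of 61 autophagy genes were above 0 and 38 above the median of all genes, and for the other lists the numbers were 31 and 52 of 78 mitochondrial ribosome genes, 66 and 75 of 76 respiratory chain genes, 23 and 30 of 37 tryptophan genes, 9 and 9 of 11 kynurenine enzymes and 3 and 4 of 15 AhR targets. The signs of the autophagy and mitochondrial ribosome lists against 0 thus flip with a scaling that moves all genes, whereas relative to the median of all genes at least 38 of 61 and at least 52 of 78 genes were higher under each scaling. A different response of autophagy genes and kynurenine enzymes to ethanol in *Ahr* HKO is left as a hypothesis, since gene length, GC content and expression level were not tested for these lists. The respiratory chain genes were lower in *Ahr* HKO than in WT on the control diet (mean difference -0.14, 5 of 76 genes higher), and this is part of their interaction.

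A signal was present in a comparison that the paper does not report from RNA-seq, ethanol against the control diet in *Ahr* HKO livers. At an adjusted P value under 0.05 and an FC above 1.5, 3090 genes were DEGs, of which 1447 were upregulated and 1643 downregulated by ethanol. Of the 4 splits of the 6 livers that part all 3 same-numbered pairs, 1 gave as many DEGs, the real one. The other 3 splits gave 0 DEGs, with 305 to 333 genes at an unadjusted P value under 0.05 against 6159 in the real split. With 4 splits no share under 0.05 can be reached whatever the data, so here and for the lists below, where the same splits were used, the share itself decides nothing. The other 6 of the 10 splits differ in that they part only 1 same-numbered pair. Of the 949 DEGs of the WT livers at this threshold, 344 were also among the 3090, of which 245 moved in the same direction and 99 in the opposite one. Of the 949, 583 (61.4%) moved in the same direction in *Ahr* HKO livers. In the other splits of the *Ahr* HKO livers the share was 53.2%, 71.1% and 56.5%, so 2 of the 4 splits had a share as large. These splits exchange the labels of only some pairs and still carry part of the effect of ethanol, so their shares are no measure of chance agreement, which is left open.

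Lists of genes outside those the paper discusses were singled out when their adjusted P value was under 0.001 and their mean difference above 1 in size, in any of the 4 comparisons or in the interaction of genotype and diet. For ethanol against the control diet in WT, the mean difference was -2.82 for the *Mup* genes (adjusted P = 9.61e-15, camera, 2 of 21 genes higher, 18 genes past an adjusted P value of 0.05 over all tested genes and 20 over the list), 4.41 for the female-biased genes (adjusted P = 6.4e-09, 17 of 18 higher, 9 and 13 genes past it), -2.28 for the male-biased genes (adjusted P = 2.35e-06, 2 of 16 higher, 8 and 10 past it), -1.17 for the cholesterol synthesis genes (adjusted P = 5.99e-08, 1 of 21 higher, 11 and 16 past it) and 1.32 for the glucocorticoid-responsive genes (adjusted P = 6.81e-06, 14 of 15 higher, 8 and 10 past it). In each of these, 1 of the 4 splits, the real one, gave a mean difference as large. Under the alternative scalings the directions held, with 0 to 2 of 21 cholesterol genes, at least 7 of 9 female-biased genes, at most 3 male-biased genes, at most 2 *Mup* genes and all but 1 or 2 glucocorticoid-responsive genes higher.

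For the decrease of the *Mup* genes in WT livers on ethanol, several explanations were tested. Reads shared between near-identical *Mup* genes could move counts from one gene to another but leave their sum, and the summed *Mup* count had a log2 FC of -3.05. The *Mup* genes took 11.4%, 9.3% and 10.1% of the counts in the control livers and 1.05%, 1.06% and 1.96% in the ethanol livers, and with the *Mup* genes left out of the scaling their median log2 FC was -2.78, against -2.77 with them. TMM trims genes with such changes in any case, so leaving them out moved almost nothing and the test says little about a distorted scaling. Female livers among the ethanol libraries would contain *Xist*, whose highest value in any library was 0.125 CPM, while *Ddx3y* had at least 31.1 CPM and *Eif2s3y* at least 32 CPM in every library. Another explanation is a loss of the male pattern of liver gene expression, in which the male-biased genes, without *Mup* genes, fall (-2.28) and the female-biased genes rise (4.41). In *Ahr* HKO livers on ethanol the female-biased genes rose as well (1.71, 14 of 18 higher, adjusted P = 0.0556, camera). The male-biased genes also rose there (0.73, 13 of 16 higher, adjusted P = 0.00357). A rise of the female-biased genes alone therefore does not show a loss of the male pattern. A loss of the male pattern on ethanol may account for the decrease, as a hypothesis found and tested on the same data that the tests of the other explanations do not establish.

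Between *Ahr* HKO and WT on the control diet, the mean difference was 2.31 for the glucocorticoid-responsive genes (adjusted P = 6.57e-05, camera, 14 of 15 genes higher, 11 and 14 genes past the threshold over all tested genes and over the list), 1.2 for the ER stress genes (adjusted P = 0.000196, 13 of 15 higher, 10 and 12 past it) and -1.42 for the male-biased genes (adjusted P = 9.7e-05, 1 of 16 higher, 10 and 12 past it). In each, 1 of the 4 splits gave a mean difference as large, and the directions held under the alternative scalings, with 13 of 15 ER stress genes, all but 1 of the glucocorticoid-responsive genes and 1 male-biased gene higher. The test for female livers covered each of the 12 libraries, these among them, and goes against female livers for the male-biased genes as well. For the glucocorticoid-responsive and ER stress genes and for the cholesterol synthesis genes above, no technical explanation other than the grouping of the livers and the scaling was tested, and none of these lists is called biological.

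Between *Ahr* HKO and WT on the ethanol diet, the mean difference was 2.55 for the *Mup* genes (adjusted P = 5.48e-14, camera, 20 of 21 genes higher, 12 and 18 genes past the threshold over all tested genes and over the list) and 1.60 for the male-biased genes (adjusted P = 1.02e-05, 15 of 16 higher, 3 and 8 past it). The direction of both was the same under each alternative scaling, with all but 1 of the *Mup* genes and all but 1 or 2 of the male-biased genes higher. For each of them 1 of the 4 splits gave a mean difference as large. These are the lists that fell on ethanol in WT livers, so the difference between genotypes on this diet is shared with the decrease described above, and the same 3 WT livers enter both comparisons.

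The same lists had an interaction of genotype and diet, with a mean difference of 3.59 for the *Mup* genes (adjusted P = 4.14e-10, camera, 19 of 21 genes above 0, 17 and 19 genes past the threshold over all tested genes and over the list) and 3.02 for the male-biased genes (adjusted P = 6.59e-07, 15 of 16 above 0, 11 and 11 past it). All but 1 of the *Mup* genes and all but 0 or 1 of the male-biased genes were above 0 under each alternative scaling. Of the 32 groupings with exchanged diet labels, 2 gave a mean difference as large for each list, the real one included. As above, these exchanges carry the effect of the diet into the interaction, so chance is left open.

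In *Ahr* HKO livers, ethanol against the control diet gave a mean difference of 1.09 for the circadian clock genes (adjusted P = 0.000356, camera, 18 of 18 genes higher, 9 and 9 genes past the threshold over all tested genes and over the list) and of -1.08 for the leukocyte genes (adjusted P = 0.000944, 2 of 23 higher, 10 and 12 past it). Under each alternative scaling all clock genes and 2 of the leukocyte genes were higher, and in each list 1 of the 4 splits, the real one, gave a mean difference as large. Livers taken at another time of day would move the genes that peak with *Arntl* and those that peak with *Dbp* in opposite directions, and their mean differences were 0.84 (5 of 5 genes higher, not past the threshold of 0.05 in camera) and 1.46 (7 of 7 higher), both up. A smaller share of non-hepatocyte cells would lower stellate cell genes along with leukocyte genes. The stellate cell genes did not fall as a list, with 5 of 9 genes higher and a median log2 FC of 0.0646. Their mean difference was -0.55 (adjusted P = 0.988, camera). The mean and the count point in opposite directions, so this test decides neither for nor against a smaller share of non-hepatocyte cells.

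Leukocyte genes were lower in *Ahr* HKO than in WT on the ethanol diet, with a mean difference of -1.15 (adjusted P = 3.78e-08, camera) and 1 of 23 genes higher, which was 1 of 21 or 1 of 23 under each alternative scaling. No gene of the list had an adjusted P value under 0.05 over all tested genes, 16 had one over the list, and 17 had an unadjusted P value under 0.05. A smaller share of all non-hepatocyte cells in the *Ahr* HKO livers is a candidate explanation. It would lower stellate cell genes as well, and their mean difference was -0.85 (adjusted P = 0.00214, camera), with 0 of 9 genes higher, and 0 of 8 or 9 under each alternative scaling (5 with an unadjusted P value under 0.05 in edgeR). A smaller share of non-hepatocyte cells therefore remains. For the leukocyte genes, 1 of the 4 splits of the livers gave a mean difference as large.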

How the results depend on the processing

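The number of genes with an interaction of genotype and diet stayed within 1.5-fold of 3137 in every alternative, from 2745 to 3977, and from 2267 to 3084 across the 12 fits that each left out a liver. The autophagy list on the control diet stayed below the other genes and without significance in each alternative. The tryptophan list stayed enriched among the DEGs of the WT livers, with 8 to 12 genes across the alternatives and 10 to 12 across the fits that each left out a liver. For the other results the cause of the changes given here was not tested.

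With limma on quantile-normalized log2(FPKM + 1), the DEGs fell from 1982 to 923 for ethanol in WT, from 2788 to 1786 for the genotypes on the control diet (from 3936 to 1995 at an adjusted P value under 0.25), from 860 to 190 for the genotypes on the ethanol diet (from 149 to 80 at an adjusted P value under 0.05) and from 3090 to 1777 for ethanol in *Ahr* HKO. With a pseudocount of 0.1 the 860 became 429. Without quantile normalization the counts were, in the same order, 1084, 1750, 1970, 241, 239 and 1893. With the test of the Fig. 1 legend they were 810, 1239, 1926, 151, 1 and 1119, and 123 instead of 949 for ethanol in WT at an adjusted P value under 0.05. DESeq2 raised that 949 to 1444 and the 149 to 1039, and a single fit of all 12 libraries raised the 149 to 429.

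Livers with the same replicate number in different groups are different mice, and the expression profiles of same-numbered livers correlated by -0.0516, -0.0491, 0.0998 and -0.0541 in the 4 comparisons after group means were removed, so livers were not paired in the edgeR fits. The numbers were used only to choose which other splits and exchanges of the livers to compare with the real one. A fit with the replicate number as a block gave 503 instead of 949 DEGs for ethanol in WT, 243 instead of 149 for the genotypes on the ethanol diet at an adjusted P value under 0.05, 2745 genes with an interaction, and 5 AMPK list genes among the DEGs of the ethanol diet (one-sided Fisher's exact test, p = 0.559), which is a little more than expected there.

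With each liver left out in turn, the DEGs ranged from 1583 to 2122 for ethanol in WT (366 to 841 at an adjusted P value under 0.05), from 2177 to 2778 for the genotypes on the control diet (3718 to 4153 at an adjusted P value under 0.25), from 588 to 1083 for the genotypes on the ethanol diet (7 to 189 at an adjusted P value under 0.05) and from 2268 to 2977 for ethanol in *Ahr* HKO. The mean differences of the lists ranged from 1.42 to 1.64 for the AhR targets, 1.47 to 1.71 for the xenobiotic families, -0.011 to 0.13 for tryptophan, -0.12 to -0.05 for autophagy, 0.04 to 0.1 for AMPK, 0.25 to 0.33 for the respiratory chain and 0.14 to 0.25 for the mitochondrial ribosome, and 5 to 6 AMPK genes were among the DEGs. The first component of the PCA held 58.1% to 62.9%, 66.5% to 70.9% and 48% to 56.3% for ethanol in WT, the genotypes on the control diet and the genotypes on the ethanol diet, and the difference of Pearson's r was 0.015 to 0.0185, 0.021 to 0.0272 and 0.00677 to 0.0123.

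With a correlation between genes estimated from each list, the mean differences of 1.51 for the AhR targets, 1.56 for the xenobiotic families and 0.30 for the respiratory chain had an adjusted P value of 0.43 each, against ranges over the alternatives of 7e-07 to 0.43, 6.41e-10 to 0.43 and 4.47e-11 to 0.43, and 0.20 for the mitochondrial ribosome had 0.501 (range 0.00026 to 0.501). The correlation was estimated from few livers, and lists with unlike mean differences shared the value 0.43, so this setting decides neither way. The tryptophan list reversed to -0.029 on quantile-normalized FPKM (adjusted P = 0.488, range 0.371 to 0.996). The AMPK list reversed to -0.021 there (adjusted P = 0.612) and to a normalized enrichment score of -0.71 in GSEA (adjusted P = 1, range 0.612 to 1). The alternatives of the next 3 lists were chosen after their values were seen. With the correlation estimated from the list, the kynurenine enzymes in WT (-0.41), the autophagy list on the ethanol diet (0.19) and the AhR targets on the ethanol diet (-0.77) had an adjusted P value of 0.43 each. In GSEA their normalized enrichment scores were -1.09 (adjusted P = 0.578), 1.22 (0.241) and -1.34 (0.241), and on quantile-normalized FPKM the autophagy list had 0.067 (adjusted P = 0.146), against ranges of 0.000888 to 0.578, 0.00596 to 0.43 and 0.00102 to 0.43. With each liver left out they ranged from -0.47 to -0.34, 0.15 to 0.22 and -0.89 to -0.63, and the AhR targets on the control diet from 0.00079 to 0.29. Among the DEGs, the AMPK list went from fewer genes than expected to more, with 6 at an adjusted P value under 0.05 and an FC above 1.5 (one-sided Fisher's exact test, p = 0.000322) and 5 in limma (p = 0.008).

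The share of the first component was, in the order above, 47.9%, 52.1% and 44.7% on log2 CPM and 51.8%, 61.5% and 45.7% with a pseudocount of 0.1. It was 59.6% for ethanol in WT and 52.8% for the genotypes on the ethanol diet without quantile normalization, and 64.5% for the genotypes on the control diet with all genes. In settings chosen after seeing the data, it was 38.8%, 50.2% and 36.8% with unit variance and 38.8% with all 12 libraries. The difference of Pearson's r was 0.0226, 0.0274 and 0.0139 on log2 CPM, and 0.014 for ethanol in WT and 0.0184 for the genotypes on the control diet with all genes.

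Among 550 alternative values of 54 results for single genes, 481 kept their direction and their side of the threshold, 57 were weaker, 8 stronger and 4 reversed. The 4 reversed values belong to *Mgst1* in WT on ethanol, whose log2 FC of -0.12 in edgeR became 0.75 in limma on quantile-normalized log2(FPKM + 1) and in the test of the Fig. 1 legend (adjusted P = 0.0455 and 0.0838, range 0.0455 to 0.86 among these 4), 0.75 with a pseudocount of 0.1 and 0.043 without quantile normalization. Its FPKM were 2660 ± 162 on the control diet and 2740 ± 68.9 on the ethanol diet, and its CPM 2668 ± 189 and 2442 ± 99.9. The depth limits FCs against groups without reads, which are lower bounds.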

Differences from the paper's values

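For ethanol against the control diet in WT, the paper's number of DEGs is 754, with 375 upregulated and 379 downregulated, and edgeR on the counts gave 1982, with 1069 upregulated and 913 downregulated. Of the alternatives set before the data were examined, limma on quantile-normalized log2(FPKM + 1) (923 DEGs), limma without quantile normalization (1084) and the test of the Fig. 1 legend (810) came within 1.5-fold of the paper's total, and the others did not. For the upregulated DEGs, limma on quantile-normalized log2(FPKM + 1) (495) and the test of the Fig. 1 legend (418) did so, and for the downregulated DEGs these (428 and 392) and limma without quantile normalization (258) did so. The paper's share of the transcriptome is 5.7%, against 14.1% of the tested genes in edgeR, 6.92% in limma on quantile-normalized values, 8.12% in limma without quantile normalization and 6.07% in the test of the Fig. 1 legend, and with the other alternatives the share still differed.

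For *Ahr* HKO against WT on the control diet, the paper's number of DEGs is 1217, with 514 upregulated and 703 downregulated, and edgeR gave 2788, with 1371 upregulated and 1417 downregulated. Limma on quantile-normalized log2(FPKM + 1) (1786 DEGs, 963 downregulated), limma without quantile normalization (1750 DEGs, 822 downregulated) and the test of the Fig. 1 legend (1239 DEGs, 667 downregulated) came within 1.5-fold of the paper's total and of its downregulated DEGs. For the upregulated DEGs, the test of the Fig. 1 legend (572) did so and the other alternatives set before the data were examined did not. The paper's share is 9.1%, against 19.9% in edgeR, 13.4% in limma on quantile-normalized values, 13.1% without quantile normalization and 9.28% in the test of the Fig. 1 legend, and the other alternatives still differed.

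For *Ahr* HKO against WT on the ethanol diet, the paper's number of DEGs is 127, with 72 upregulated and 55 downregulated, and edgeR gave 860, with 236 upregulated and 624 downregulated. Limma on quantile-normalized log2(FPKM + 1) (190 DEGs) and the test of the Fig. 1 legend (151) came within 1.5-fold of the paper's total. For the upregulated DEGs, these (97 and 82) and limma without quantile normalization (78) did so, and for the downregulated DEGs the test of the Fig. 1 legend (69) did so. The paper's share is 1%, against 6.13% in edgeR, 1.42% in limma on quantile-normalized values and 1.13% in the test of the Fig. 1 legend. The other alternatives set before the data were examined still differed.

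In the PCA of the WT livers, the second component held 13.2% of the variance, and the paper's value is about 20% in Fig. 1, read by eye. Of the alternatives set before the data were examined, log2 CPM (15.2%), a pseudocount of 0.1 (15.4%), no quantile normalization (13.5%) and each of the 6 fits that left out a liver (15.9% to 16.7%) came within 1.5-fold of it, and all genes with an FPKM above 0 in any library (12.3%) did not. A PCA with every gene scaled to unit variance, chosen after seeing the values, gave 38.8% and 19.8% for the first and second components of the WT livers, 50.2% and 16.5% for the genotypes on the control diet and 36.8% and 22.5% for the genotypes on the ethanol diet, which are the values of the figures to within their reading. A PCA of all 12 libraries, chosen after seeing the values as well, gave 38.8% and 20.4%.

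Fig. 1c shows *Mgst1* as higher on the ethanol diet. Its log2 FC on counts was -0.12 (adjusted P = 0.61, edgeR). It was 0.75 in limma on quantile-normalized log2(FPKM + 1) (adjusted P = 0.0455), 0.75 with a pseudocount of 0.1 (adjusted P = 0.0493), 0.75 in the test of the Fig. 1 legend and 0.043 in limma without quantile normalization, and the adjusted P values of these 4 alternatives ranged from 0.0455 to 0.86. Fig. 4b shows *Tacc2* as a DEG, and its log2 FC in edgeR was 0.95, under the minimum FC of 2, against 1.19 in limma and in the test of the Fig. 1 legend, both of which called it.

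Of the 20 genes in the heatmap of Fig. 1c, 14 were DEGs in edgeR at the threshold of Fig. 1b, 10 in limma on quantile-normalized log2(FPKM + 1) and 7 in the test of the Fig. 1 legend.

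The paper states that autophagy-associated genes were upregulated in *Ahr* HKO livers, and the autophagy list was lower by 0.07 than the other genes (adjusted P = 0.235, camera). This is the control-diet comparison, and its mean difference stayed below 0 in each alternative and in each fit that left out a liver. On the ethanol diet the autophagy list was higher in *Ahr* HKO than in WT by 0.19 (adjusted P = 0.00627, camera, 47 of 61 genes higher on log2 CPM). Without quantile normalization of FPKM, 15 of the 61 were above 0 there and 36 above the median of all genes. No gene of the list had an adjusted P value under 0.05 in edgeR, and 8 had an unadjusted P value under 0.05. The paper states that the AMPK signaling pathway was upregulated on the ethanol diet, and the AMPK list had a mean difference of 0.07 (adjusted P = 0.774, camera) and 5 genes among the 860 DEGs where 5.33 were expected. The DEGs at an adjusted P value under 0.05 and an FC above 1.5 (6 list genes, one-sided Fisher's exact test, p = 0.000322) and those of limma on quantile-normalized values (5 list genes, p = 0.008) were enriched for the list. The paper relates the alcohol diet to tryptophan metabolism, and the tryptophan list had a mean difference of 0.05 (adjusted P = 0.852, camera), although 13 of its genes were among the DEGs where 5.22 were expected. The kynurenine enzymes were lower on ethanol in WT, with a mean difference of -0.41 (adjusted P = 0.00399, camera) and 1 of 11 genes higher, or 3 of 11 without quantile normalization of FPKM, where 1 of 11 was above the median of all genes. This is a mean of RNA levels over the whole list and does not measure the formation of kynurenine. The paper measured kynurenine itself as a metabolite, and IDO and TDO2 by qRT-PCR and as protein.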

Other observations

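The tests of an acute-phase response, of the cytosolic ribosome genes, of matched random lists for the mitochondrial ribosome genes, of neighbouring genes with near-identical histone genes counted once and of swapped genotype labels were chosen only after the result was seen.

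Other splits of the livers were compared with the real one for each count of DEGs. Each comparison has 4 splits that part all 3 same-numbered pairs, so a share under 0.05 cannot be reached whatever the data, and the other 6 of the 10 splits were left out because they part only 1 such pair. Of the 4 splits, 1 gave as many DEGs, the real one, for ethanol in WT (1982, and 949 at an adjusted P value under 0.05), for the genotypes on the control diet (2788, and 3936 at an adjusted P value under 0.25) and for the genotypes on the ethanol diet (860, and 149 at an adjusted P value under 0.05). The other splits gave at most 2 DEGs, except at the unadjusted threshold on the ethanol diet, where they gave 50 to 154. At an unadjusted P value under 0.05 the other splits had 428 to 484 genes against 3708 for ethanol in WT, 266 to 406 against 5911 for the genotypes on the control diet and 147 to 394 against 2952 on the ethanol diet. For the mean differences of lists, 1 of the 4 splits was as large for the AhR targets and the xenobiotic families in WT and for the AMPK list, the respiratory chain genes, the mitochondrial ribosome genes, the autophagy list and the AhR targets on the ethanol diet, and for the kynurenine enzymes in WT. For the tryptophan list in WT and the autophagy list on the control diet 2 of the 4 were as large, and for the AhR targets on the control diet 3 of the 4. The number of tryptophan genes among the DEGs (13), of AMPK genes (5) and of autophagy genes among the upregulated (3) and downregulated (7) DEGs was reached in 1 of the 4 splits each. A share of 1 in 4 is the smallest this test can give, so it decides nothing for or against grouping by chance.

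At the same threshold, an adjusted P value under 0.05 and an FC above 1.5, *Ahr* HKO and WT differed in 2788 genes on the control diet and in 149 on the ethanol diet, a ratio of 18.7. The ratio depends on single livers. With each liver left out in turn, 2177 to 2778 genes differed on the control diet and 7 to 189 on the ethanol diet. The ratio also depends on the test. It was smaller with 3169 and 1039 genes in DESeq2, 2816 and 429 with all 12 libraries in a single fit, 2412 and 243 with a block for the replicate number and 1750 and 239 in limma without quantile normalization of FPKM. The ratio was larger with 1239 and 1 genes in the test of the Fig. 1 legend, 2763 and 111 in limma on quantile-normalized log2(FPKM + 0.1), 1786 and 80 in limma on quantile-normalized log2(FPKM + 1), 2699 and 122 without a filter on low counts, 2773 and 138 with at least 10 counts in every library and 2772 and 143 with upper-quartile scaling. A difference in library depth was tested by thinning each library to 46306518 counts, which left a ratio of 18.2 (2790 and 153 genes). An acute-phase response in the control-diet *Ahr* HKO livers was tested with a list of acute-phase genes, whose mean difference between the genotypes was 1.76 on the control diet (19 of 19 genes higher, also under each alternative scaling) and -0.27 on the ethanol diet (8 of 19 higher). The interaction of the list was -2.03 (0 of 19 genes above 0). An acute-phase response is a candidate explanation for part of the difference in DEG counts, beside the choice of test and the weight of single livers. *Saa1*, chosen after its values were seen, had 31.5, 2570 and 2700 CPM in WT and 3070, 1770 and 3250 CPM in *Ahr* HKO livers on the control diet, so WT livers differed among themselves as well, and on the ethanol diet it had 82.3, 53.9 and 31.8 CPM in WT and 54.2, 62.1 and 77.7 CPM in *Ahr* HKO livers. Of the 149 genes, 60 were also among the 2788, of which 35 changed in the same direction and 25 in the opposite one, and 1425 (51.1%) of the 2788 moved in the same direction on both diets.

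The rise of the respiratory chain genes in *Ahr* HKO on the ethanol diet was tested against gene length, GC content and expression level. A share of 0.13 of the matched random lists had a mean log2 FC as large, so the rise cannot be told apart from that of genes alike in these features. A shift of all short, highly expressed genes would raise the cytosolic ribosome genes as much, and their mean difference was 0.096 against 0.30 for the respiratory chain genes. For the mitochondrial ribosome genes, a share of 0.022 of the random lists matched in the same way had a mean log2 FC as large as their 0.128.

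With an adjusted P value under 0.05, an FC above 2, groups that do not overlap and the same direction on both diets, 17 genes other than *Ahr* differed between *Ahr* HKO and WT livers: *Bcl2l1*, *Ctse*, *Erdr1*, *Fam107a*, *Fkbp5*, *Hip1r*, *Hist1h2bk*, *Hist1h2bl*, *Il6ra*, *Pfkfb2*, *Pfkfb3*, *Pydc3*, *Shb*, *Tat*, *Tuba8*, *Zbtb16* and *Zbtb20*. DNA of another strain that flanks the targeted *Ahr* allele would place such genes near *Ahr*, and 0 of the 17 lay within 10 Mb of it, where 50 tested genes lie (one-sided Fisher's exact test, p = 1). Blocks of another strain background elsewhere would bring the genes close to each other. Of their neighbouring pairs, 2 lay within 1 Mb (permutation p = 0.023, 10000 draws with a median of 0 pairs), *Hist1h2bk* with *Hist1h2bl*, which are near-identical histone genes that can share reads, and *Ctse* with *Pfkfb2*. With *Hist1h2bk* and *Hist1h2bl* counted once, 1 pair was left among 16 genes (permutation p = 0.19), so the count of pairs gives no evidence for such blocks.

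*Cela1* and *Alas2* are named in the paper's heatmap and were higher in *Ahr* HKO than in WT on the ethanol diet, with log2 FCs of 1.4 and 1.65. Blood in the livers would raise the other red blood cell genes, whose mean difference was 0.75 with 5 of 6 genes higher, not past the threshold of 0.05 in camera, which leaves the rise of *Alas2* not told apart from blood. Pancreas tissue in the livers would bring reads of the other pancreas genes, and 88.1% of the counts of 14 such genes in the 6 libraries were at or under 3. All 3 tested genes of the pancreas list were higher in *Ahr* HKO (mean difference 0.84, adjusted P = 0.0825, camera). These 3 may include *Cela1*, and traces of pancreas tissue are not ruled out.

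More *Ahr* reads were counted in libraries labelled *Ahr* HKO than in those labelled WT on the control diet. Swapped genotype labels would raise *Cyp1a2* in the libraries labelled *Ahr* HKO, and it was lower there, with a log2 FC of -1.67 on the control diet and of -0.73 on the ethanol diet. Other targets were less clear. *Cyp1a1* had 0.723 ± 0.245 CPM in *Ahr* HKO against 0.256 ± 0.0809 in WT on the control diet, a log2 FC of 1.5 (adjusted P = 0.0453, edgeR, lost in 5 of the 6 fits that left out a liver), and 1.31 ± 0.324 against 1.34 ± 0.319 on the ethanol diet. The AhR target list had a mean difference of 0.17 on the control diet (adjusted P = 0.691, camera, 9 of 16 genes higher) and of -0.77 on the ethanol diet (adjusted P = 0.00236, 3 of 16 higher). Swapped labels are thus not ruled out by the targets on the control diet. The counts are per gene, so reads of a transcript without the second exon count as *Ahr*. The interaction of genotype and diet for *Ahr* was -1.23 (adjusted P = 0.0176, edgeR). No explanation for the number of *Ahr* reads was tested beyond the labels.

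Circadian clock genes, looked at because of their values, were higher in *Ahr* HKO than in WT on the ethanol diet, with a mean difference of 0.68 (adjusted P = 0.00137, camera) and 16 of 18 genes higher. Livers taken at another time of day would move the genes that peak with *Arntl* and those that peak with *Dbp* in opposite directions. The mean differences were 0.45 (4 of 5 genes higher) and 0.76 (7 of 7), both up. Without quantile normalization of FPKM, 13 of 17 clock genes were higher, among them 4 of 4 genes that peak with *Arntl* and 5 of 7 that peak with *Dbp*.

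Among the targets that the paper measured by qRT-PCR or protein, single livers are given for *Tdo2*, *Ppp2r2d* and, for IDO, *Ido2*. The paper's text does not say which gene IDO stands for, so *Ido2* may not be the one measured. The order is WT on the control diet, WT on ethanol, *Ahr* HKO on the control diet and *Ahr* HKO on ethanol. *Tdo2* had 1140, 780 and 991, then 782, 819 and 747, then 726, 401 and 1360, then 1050, 1490 and 1240 CPM. *Ido2* had 93.8, 94.8 and 91.8, then 77.5, 56.5 and 49.4, then 45.1, 53.2 and 57.8, then 99.9, 68.2 and 94.5 CPM. *Ppp2r2d* had 20.8, 20.4 and 18.9, then 29.7, 28.5 and 26.5, then 24.2, 25.8 and 31.7, then 21.1, 23.4 and 22.7 CPM. The log2 FC of *Ppp2r2d* was 0.51 for ethanol in WT (adjusted P = 0.0197, edgeR, higher in 3 of 3 ethanol livers than in each control liver). It was -0.33 for *Ahr* HKO against WT on ethanol (adjusted P = 0.122). On the control diet the genotypes differed the other way, with 27.25 ± 3.96 CPM in *Ahr* HKO and 20.04 ± 1 CPM in WT livers, without overlap. The interaction of genotype and diet for *Ppp2r2d* was -0.78 (adjusted P = 0.00499), and the higher control-diet level in *Ahr* HKO is part of it.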
